# HbtR, a Heterofunctional Homolog of the Virulence Regulator TcpP, Facilitates the Transition between Symbiotic and Planktonic Lifestyles in Vibrio fischeri

**DOI:** 10.1128/mBio.01624-20

**Published:** 2020-09-01

**Authors:** Brittany D. Bennett, Tara Essock-Burns, Edward G. Ruby

**Keywords:** *Aliivibrio*, chemotaxis, exopolysaccharide, gene regulation, luminescence, symbiosis, flagellar motility

## Abstract

The bioluminescent bacterium Vibrio fischeri forms a mutually beneficial symbiosis with the Hawaiian bobtail squid, Euprymna scolopes, in which the bacteria, housed inside a specialized light organ, produce light used by the squid in its nocturnal activities. Upon hatching, *E. scolopes* juveniles acquire V. fischeri from the seawater through a complex process that requires, among other factors, chemotaxis by the bacteria along a gradient of *N*-acetylated sugars into the crypts of the light organ, the niche in which the bacteria reside. Once inside the light organ, V. fischeri transitions into a symbiotic, sessile state in which the quorum-signaling regulator LitR induces luminescence. In this work we show that expression of *litR* and luminescence are repressed by a homolog of the Vibrio cholerae virulence factor TcpP, which we have named HbtR. Further, we demonstrate that LitR represses genes involved in motility and chemotaxis into the light organ and activates genes required for exopolysaccharide production.

## Abstract (precis)

TcpP homologs are widespread throughout the *Vibrio* genus; however, the only protein in this family described thus far is a V. cholerae virulence regulator. Here, we show that HbtR, the TcpP homolog in V. fischeri, has both a biological role and regulatory pathway completely unlike those in V. cholerae. Through its repression of the quorum-signaling regulator LitR, HbtR affects the expression of genes important for colonization of the *E. scolopes* light organ. While LitR becomes activated within the crypts and upregulates luminescence and exopolysaccharide genes and downregulates chemotaxis and motility genes, it appears that HbtR, upon expulsion of V. fischeri cells into seawater, reverses this process to aid the switch from a symbiotic to a planktonic state. The possible importance of HbtR to the survival of V. fischeri outside its animal host may have broader implications for the ways in which bacteria transition between often vastly different environmental niches.

## INTRODUCTION

The Gram-negative bacterium *Vibrio* (*Aliivibrio*) *fischeri* is a model organism for the study of biochemical processes underpinning bioluminescence, quorum sensing, and bacterial-animal symbioses. Luminescence in V. fischeri is activated by a quorum-sensing pathway that responds to high concentrations of two autoinducer molecules, *N*-(3-oxohexanoyl)-l-homoserine lactone (3-oxo-C6-HSL [1]) and *N*-octanoyl-l-homoserine lactone (C8-HSL [2]). When V. fischeri cells multiply to a certain density, 3-oxo-C6-HSL and C8-HSL accumulate to high local concentrations, initiating a signaling cascade that leads to upregulation of the regulator LuxR by the regulator LitR and consequent activation of the luciferase operon *luxICDABEG* (3–5; reviewed in reference 6).

Light production by V. fischeri is a crucial factor in the mutualistic symbiosis that it forms within the light-emitting organ of the Hawaiian bobtail squid, Euprymna scolopes (7–9). Juvenile *E. scolopes* become colonized with V. fischeri shortly after hatching into seawater containing this bacterium (10). V. fischeri cells initiate light-organ colonization through a series of steps, including chemotaxis toward *N*-acetylated sugars released by the squid (11, 12). After initial colonization of the squid light organ, the symbiosis undergoes a daily cyclic rhythm of three basic stages for the remainder of the squid’s life: during the day, V. fischeri cells grow to a high density in the crypts on carbon sources provided by the squid (13, 14); at night, the bacteria produce light that aids in camouflage for the squid (15, 16); and at dawn, ∼95% of the bacterial cells are expelled from the light organ into the seawater, where they may initiate colonization of new squid hatchlings, while the remaining ∼5% repopulate the light organ (17, 18).

Previous work indicated that, in V. fischeri cells newly expelled from the light organ, numerous genes are up- and downregulated relative to their level of expression in cells that had been planktonic for some time (19). Two of the genes upregulated in expelled cells were VF_A0473 and VF_A0474, comprising a small operon annotated as encoding homologs of the genetic regulator TcpP and its chaperone, TcpH. TcpP was first described in Vibrio cholerae as a virulence gene regulator (20, 21). During the early stages of V. cholerae infection, TcpP works synergistically with another transcriptional regulator, ToxR, to upregulate expression of the virulence regulator *toxT* and thereby activate expression of cholera toxin and the toxin-coregulated pilus in response to changing environmental conditions (21, 22). *tcpPH* expression is itself induced by AphA and AphB in response to low oxygen or acidic pH (23–25). In V. cholerae El Tor biotypes, *aphA* expression is repressed by HapR (the V. cholerae ortholog of LitR) upon initiation of quorum sensing at high cell densities (26, 27). Additionally, activation of *tcpPH* expression by AphA and AphB is inhibited by the global metabolic regulator Crp (28). This complex regulatory pathway serves to upregulate *tcpPH* and, consequently, downstream virulence factors under conditions consistent with entry into the vertebrate gut, a process reversed late in the infection cycle before the bacteria exit the host and reenter an aquatic environment (29, 30).

No published genomes of V. fischeri strains contain homologs of either *toxT* or cholera toxin genes. The genome of the model strain V. fischeri ES114 does include annotated homologs of the toxin-coregulated pilus genes *tcpFETSD* and *tcpCQBA*, but this strain is alone among the 66 currently available V. fischeri genomes to do so. The V. fischeri genes regulated by the protein product of VF_A0473 are therefore unknown, as are any upstream regulatory factors that determine under which conditions the regulator is produced and active. Here, we present evidence that VF_A0473 regulates genes governing phenotypes relevant to the switch from symbiosis to a planktonic lifestyle. We therefore rename VF_A0473 and VF_A0474, currently annotated as *tcpP* and *tcpH*, as *hbtR* (*h*a*b*itat *t*ransition *r*egulator) and *hbtC* (*h*a*b*itat *t*ransition *c*haperone), respectively. In this work, we identify the HbtR regulon and uncover aspects of *hbtRC* regulation. Further, we determine that LitR is repressed by HbtR and describe LitR-regulated phenotypes beyond luminescence that are important for light-organ colonization.

## RESULTS

### The HbtR regulon is distinct from that of TcpP.

Considering that V. fischeri and V. cholerae have significantly different lifestyles, as well as the absence in 65 of 66 sequenced V. fischeri genomes of homologs of virulence-factor genes regulated by TcpP in V. cholerae, we postulated that HbtR has a distinct function from that of TcpP. 

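In the Δ*hbtRC* strain of V. fischeri ES114 carrying empty vector, *hbtR* (VF_A0473) had 2, 1, and 0 counts in replicates 1, 2, and 3, whereas the strain carrying the induced *hbtRC* vector had 36722, 24215, and 21353 counts. The adjacent gene *hbtC* (VF_A0474) had 1, 1, and 0 counts with empty vector and 12026, 9046, and 8266 counts with induced *hbtRC*. Summed over the 3 libraries of each strain and scaled to their effective library sizes, the ratio was 29694.5 for *hbtR* (95% counting interval, 10161 to 143995) and 15880 for *hbtC* (95% counting interval, 4396 to 131133). These intervals cover counting error only. On assembly ASM1180v1, *hbtR* lies on chromosome II from 544305 to 544916 and *hbtC* from 544913 to 545302. RNA came from biological triplicates of each strain, grown to mid-log phase with 1.75 mM IPTG, the inducer of the *lac* promoter. Both strains therefore received the inducer. The insert of the inducible vector holds *lacI* as well as *hbtRC*, and empty vector lacks that insert. The deposited values are whole-number counts per locus tag. The authors trimmed the reads with Trimmomatic, mapped them with Bowtie2, and counted them with featureCounts at a mapping quality of at least 10, with the paired-read option disabled. Libraries were strand specific, but the value of the strand option of the counting is not given in the sources used here. The empty vector libraries held 12149818, 12760776, and 11958912 counts, and the *hbtRC* libraries held 12474799, 12329184, and 11706755. The totals of the files, and not the number of mapped read pairs that the paper states, were used. Transfer RNA and ribosomal RNA genes with a row took 0.56%, 0.67%, and 0.67% of the counts with empty vector and 0.49%, 0.35%, and 0.33% with *hbtRC*. Of 37 rRNA genes in the RefSeq table, 1 has a row in the files, so rows had been removed before deposit. The first principal component of log2 expression held 77.1% of the variance and parted the strains, with *hbtRC* replicate 1 at 9.04, nearer to the empty vector libraries (-20.9 to -13.8) than *hbtRC* replicates 2 and 3 (20.7 and 23.6). Strains were compared with edgeR's quasi-likelihood F test on the counts after TMM normalization and removal of genes with few counts, which left 3850 genes. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. The spread between replicates was a biological coefficient of variation of 0.126.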

To determine the regulon of HbtR, transcriptome sequencing (RNA-seq) was performed using Δ*hbtRC* mutant strains of V. fischeri ES114 carrying either empty vector or an inducible vector with *hbtRC* under the control of the *lac* promoter. 

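The 8 *tcp* pilus gene homologs matched in the count files (*tcpA*, *tcpB*, *tcpC*, *tcpD*, *tcpE*, *tcpQ*, *tcpS*, and *tcpT*) lie on chromosome II, and 0 of them passed the test, over all genes or adjusted over the list alone. Their log2 fold changes ran from -0.48 to 0.25, with a median of 0.01. *tcpD* (VF_A0870) had a TMM-normalized count of 42.9 ± 6.38 (SD, n = 3) with empty vector and 30.6 ± 6.15 (SD, n = 3) with *hbtRC*. Its log2 fold change was -0.48 (standard error 0.22, adjusted p = 0.131 from edgeR's quasi-likelihood test). *tcpC* (VF_A0872) had 197 ± 21.9 and 224 ± 13.2 normalized counts (SD, n = 3 each), a log2 fold change of 0.19 (standard error 0.12, adjusted p = 0.255 from the same test). *tcpA* (VF_A0875), the pilin gene, had a log2 fold change of 0.07 (standard error 0.16, adjusted p = 0.756). At an unadjusted p under 0.05, 0 of the 8 genes passed with edgeR, and DESeq2 and limma-voom also called 0 at the adjusted threshold. *tcpF* was not matched and was not analysed here. In simulated counts for these 6 libraries, 92% of 200 genes changed by 1 on the log2 scale were recovered. That rate was not taken at the depth of genes with few reads, such as *tcpD*. It therefore does not give the power for these 8 genes, and smaller changes of them were not tested as firmly.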

Notable among the RNA-seq results (see Table S1 in the supplemental material) is that none of the *tcp* pilus gene homologs in the V. fischeri ES114 genome were expressed at significantly different levels in Δ*hbtRC* strains carrying either empty vector or the inducible *hbtRC* vector (Table S1), ruling out the possibility that HbtR regulates the same genes in V. fischeri ES114 as TcpP does in V. cholerae.

10.1128/mBio.01624-20.4 TABLE S1 RNA-seq data file. Expression-level counts of all open reading frames (ORFs) in the V. fischeri genome. Comparison of mapped read counts for Δ*hbtRC* and *hbtRC* (induced) strains. 

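With induced *hbtRC*, 590 genes were higher and 546 were lower among the 3850 tested, of which 110 and 95 changed by at least 1 on the log2 scale. Apart from *hbtR* and *hbtC*, the largest rise was in VF_1624, a hypothetical protein gene, with a log2 fold change of 4.11 (standard error 0.76, adjusted p = 0.00894 from edgeR's quasi-likelihood test). Its normalized counts were 383, 2247, and 4143 in *hbtRC* replicates 1, 2, and 3, against 131 ± 34.1 (SD, n = 3) with empty vector. The log2 fold change of VF_1624 was 3.33 without *hbtRC* replicate 3 and 4.61 without *hbtRC* replicate 1. *purA* (VF_1062), which encodes adenylosuccinate synthetase, rose by 3.25 (standard error 0.40, adjusted p = 0.00143), and VF_A0995 rose by 2.64 (standard error 0.21, adjusted p = 1.44e-04). The largest fall was in *cstA* (VF_1147), a peptide transporter gene induced by carbon starvation, from 612 ± 80.2 to 61.5 ± 18.8 normalized counts (SD, n = 3 each). This is a log2 fold change of -3.33 (standard error 0.21, adjusted p = 4.29e-05). *nanK* (VF_0667), the N-acetylmannosamine kinase gene of sialic acid use, had a log2 fold change of -1.92 (standard error 0.32, adjusted p = 0.00627). Of the 1136 called genes, 1118 had no overlap between the libraries of the strains, as did 47.8% of all tested genes, against 10% by chance. With scaling by total count only, which moves the median log2 fold change of all genes from -0.01 to -0.11, 396 genes were higher and 613 lower. The counts moved when 1 library was left out. They were 258 higher and 202 lower without empty vector replicate 2, 176 and 156 without empty vector replicate 3, 205 and 160 without *hbtRC* replicate 2, 252 and 217 without *hbtRC* replicate 3, and 902 and 910 without *hbtRC* replicate 1. From the *tcp* pilus genes, the paper concludes that HbtR does not control in ES114 the genes TcpP controls in V. cholerae. Its case that the regulators differ also rests on RT-qPCR, where *hbtRC* and *tcpPH* did not replace each other and *toxRS* was not needed. It also reports no *toxT* or cholera toxin homologs in V. fischeri genomes.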

Download Table S1, XLSX file, 0.7 MB. Copyright © 2020 Bennett et al. 2020 Bennett et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### HbtR represses *litR* expression and luminescence *in vitro*.

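Transcripts of 4 genes of the quorum-signaling response fell with induced *hbtRC* by more than the spread between replicates. *litR* (VF_2177, chromosome I from 2446537 to 2447142), which encodes the quorum-signaling regulator, went from 4390 ± 25.2 to 2016 ± 163 normalized counts (SD, n = 3 each). Its log2 fold change was -1.12 (standard error 0.08, adjusted p = 7.51e-05 from edgeR's quasi-likelihood test). *luxR* (VF_A0925), the activator of the luciferase operon, went from 758 ± 14.5 to 300.2 ± 26.8 (SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.10, adjusted p = 7.17e-05). The sigma factor-like gene *rpoQ* (VF_A1015) had a log2 fold change of -1.32 (standard error 0.14, adjusted p = 7.61e-04). *qsrP* (VF_A1058) had few reads, 65.1 ± 18.2 with empty vector and 20.4 ± 5.12 with *hbtRC* (SD, n = 3 each), and its log2 fold change of -1.68 had the largest error of the 4 (standard error 0.28, adjusted p = 0.00588). All 4 genes had lower counts in every *hbtRC* library than in any empty vector library, and their calls held without any 1 library.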

Among the genes significantly downregulated in the RNA-seq results when *hbtRC* was expressed were the quorum signaling-regulated genes *litR*, *luxR*, *qsrP*, and *rpoQ* (Table 1 and Table S1). 

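The genes of the luciferase operon on chromosome II fell less than *litR* and *luxR*. *luxI* (VF_A0924), the synthase of 3-oxo-C6-HSL, had a log2 fold change of -0.73 (standard error 0.16, adjusted p = 0.0163 from edgeR's quasi-likelihood test). *luxC* (VF_A0923) and *luxE* (VF_A0919), which encode enzymes that supply the aldehyde substrate of luciferase, had log2 fold changes of -0.63 (standard error 0.15, adjusted p = 0.0221) and -0.60 (standard error 0.13, adjusted p = 0.0163). The luciferase subunit genes *luxA* (VF_A0921) and *luxB* (VF_A0920) had log2 fold changes of -0.45 (standard error 0.11, adjusted p = 0.0204) and -0.42 (standard error 0.13, adjusted p = 0.0385). *luxD* (VF_A0922) did not pass, at 290.3 ± 25.0 and 221 ± 36.6 normalized counts (SD, n = 3 each) and a log2 fold change of -0.39 (standard error 0.14, adjusted p = 0.0720). It passed with scaling by total count only (adjusted p = 0.0271) and by upper quartile (adjusted p = 0.0415), in a range of 0.0271 to 0.170 over 15 alternatives. The gene at the end of the operon, VF_A0918, named *fre* in RefSeq, had a log2 fold change of -0.14 (standard error 0.16, adjusted p = 0.545). Of 11 quorum-regulated genes, which the study chose on these libraries apart from VF_A0918, 9 were lower (10 adjusted over the list alone, which is not independent evidence) and 0 were higher. The list test is not independent evidence either (camera, lower than other genes at adjusted p = 4.76e-07), and it gave adjusted p = 0.350 with an estimated correlation. The number lower was 4 without empty vector replicate 3, where *luxA*, *luxB*, *luxC*, *luxE*, and *luxI* were lost, and 5 without *hbtRC* replicate 2, where *luxA*, *luxB*, *luxC*, and *luxE* were lost. It was 7 without empty vector replicate 1 (*luxB* and *luxC* lost) and 6 without *hbtRC* replicate 3 (*luxB*, *luxC*, and *luxI* lost).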

Less strongly, but statistically significantly, downregulated genes included most of the luciferase operon (Table 1 and Table S1). To determine whether repression of *lux* genes by HbtR affects bacterial light emission, luminescence and growth were monitored in cultures of wild-type V. fischeri and its Δ*hbtRC* derivative carrying either empty vector or vector constitutively expressing *hbtRC*. Deletion of *hbtRC* did not affect light production; however, overexpression of *hbtRC* in either the wild-type or Δ*hbtRC* strain led to a delay in onset and significant decrease in intensity of light production (Fig. 1A). There was no difference in growth rate between the strains (Fig. 1B), eliminating the possibility that the reduced luminescence by the *hbtRC*-overexpression strains was due to a growth defect. To determine whether deletion of *hbtRC* would lead to a change in light production by V. fischeri within the light organ, *E. scolopes* hatchlings were colonized with wild-type V. fischeri or the Δ*hbtRC* mutant. There was no difference in the luminescence of juvenile squid colonized by either V. fischeri strain at either 24 or 48 h (Fig. S1), suggesting that HbtR is not active inside the light organ.

**TABLE 1:** RNA-seq results for genes analyzed in this study^*a*^

Locus	Gene	Product description	log_2_(FC)^*b*^	*p*-adj^*c*^
Quorum-sensing genes				
VF_2177	*litR*	Quorum-sensing transcriptional regulator LitR	−1.09	1.30E−25
VF_A0919	*luxE*	Long-chain-fatty-acid ligase	−0.56	0.0002
VF_A0920	*luxB*	Luciferase beta chain	−0.39	0.007
VF_A0921	*luxA*	Luciferase alpha chain	−0.42	0.001
VF_A0922	*luxD*	Acyl transferase	−0.36	0.027
VF_A0923	*luxC*	Acyl-CoA^*d*^ reductase	−0.58	0.0005
VF_A0924	*luxI*	3-Oxo-C6-HSL autoinducer synthesis protein	−0.67	0.0005
VF_A0925	*luxR*	LuxR family transcriptional regulator	−1.29	1.78E−27
VF_A1015	*rpoQ*	Sigma-Q factor RpoQ, quorum-sensing regulated RpoS-like sigma subunit	−1.25	2.01E−14
VF_A1058	*qsrP*	LuxR family transcriptional regulator	−1.38	1.41E−05
Extracellular polysaccharide genes				
VF_0157	*wbfB*	WbfB protein	−1.36	6.75E−21
VF_0158	VF_0158	Hypothetical protein	−1.61	5.16E−23
VF_0160	*wbfD*	WbfD protein	−1.73	4.19E−14
VF_0161	VF_0161	Hypothetical protein	−1.23	4.30E−28
VF_0162	*gfcE*	Exopolysaccharide export protein	−1.98	8.73E−43
VF_0163	VF_0163	Hypothetical protein	−1.26	2.53E−17
VF_0164	*etp*	Phosphotyrosine-protein phosphatase	−2.08	1.33E−37
VF_0165	*wzc*	Protein-tyrosine kinase, chain length regulator in capsular polysaccharide biosynthesis	−1.81	2.47E−38
VF_0166	*rffG*	dTDP-glucose 4,6-dehydratase	−1.98	1.01E−45
VF_0167	*rffH*	Glucose-1-phosphate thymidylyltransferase	−1.65	1.01E−37
VF_0168	*rfbC*	dTDP-4-deoxyrhamnose-3,5-epimerase	−1.80	2.75E−38
VF_0169	*rmlB*	dTDP-glucose-4,6-dehydratase	−1.64	3.03E−31
VF_0170	*rfbX*	Polisoprenol-linked O-antigen transporter	−1.72	3.03E−24
VF_0171	VF_0171	Hypothetical protein	−1.14	1.68E−09
VF_0172	VF_0172	O-acetyltransferase	−1.64	3.26E−53
VF_0173	VF_0173	Hypothetical protein	−1.94	1.66E−33
VF_0174	VF_0174	Beta-d-GlcNAc beta-1,3-galactosyltransferase	−1.72	2.02E−36
VF_0175	VF_0175	Glycosyltransferase	−1.50	1.16E−42
VF_0176	VF_0176	3-Deoxy-8-phosphooctulonate synthase	−1.34	5.18E−30
VF_0177	VF_0177	3-Deoxy-manno-octulosonate-8-phosphatase	−1.56	1.57E−56
VF_0178	VF_0178	3-Deoxy-manno-octulosonate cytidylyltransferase	−1.60	1.91E−60
VF_0179	*kpsF*	Arabinose-5-phosphate isomerase	−1.80	3.50E−39
VF_0180	*rfe*	UDP-GlcNAc:undecaprenylphosphate GlcNAc-1-phosphate transferase	−1.78	2.39E−71
Chemotaxis and motility genes				
VF_1133	VF_1133	Methyl-accepting chemotaxis protein	1.55	4.08E−41
VF_1864	*flaC*	Flagellin	1.03	1.80E−16
VF_2042	VF_2042	Methyl-accepting chemotaxis protein	2.78	2.11E−87
VF_2079	*flaF*	Flagellin	0.93	6.75E−16
VF_A0246	VF_A0246	Methyl-accepting chemotaxis protein	1.04	8.31E−12
VF_A0389	VF_A0389	Methyl-accepting chemotaxis protein	1.20	1.34E−09

a An abbreviated subset of data in Table S1.

b Log_2_ fold change (Δ*hbtRC* + *hbtRC*/Δ*hbtRC*).

c *p*-adj, Benjamini-Hochberg adjustment of Wald test *P* value.

d CoA, coenzyme A.

**FIG 1:**
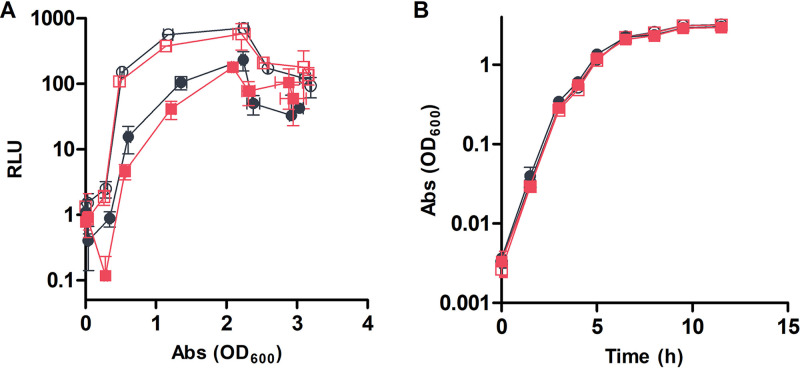
Luminescence and growth of wild-type V. fischeri and Δ*hbtRC* strains. The rates of light production (A) and growth in SWT (B) were measured for wild-type V. fischeri (circles) and Δ*hbtRC* (squares) strains carrying empty pVSV105 (open symbols) or pVSV105::*hbtRC* (closed symbols). Results represent the means from three biological replicates ±1 standard deviation. RLU, relative light units; Abs, absorbance.

10.1128/mBio.01624-20.1 FIG S1 Luminescence of wild-type V. fischeri and Δ*hbtRC* strains during symbiosis. Luminescence was measured in juvenile squid 24 h or 48 h after colonization with either wild-type V. fischeri (circles) or Δ*hbtRC* mutant (squares). Each point represents one animal. Mean values indicated; no significant differences were noted between strains at either time point. RLU, relative light units. Download FIG S1, PDF file, 0.4 MB. Copyright © 2020 Bennett et al. 2020 Bennett et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### HbtR activates and LitR represses chemosensory genes involved in *E. scolopes* light-organ colonization.

Among the genes upregulated in the *hbtRC*-expressing strain in the RNA-seq experiment were four genes annotated as encoding methyl-accepting chemotaxis proteins (MCPs): VF_1133, VF_2042, VF_A0246, and VF_A0389 (Table 1 and Table S1). 

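The 4 methyl-accepting chemotaxis protein genes, which encode receptors that bind chemoattractants, were higher in every *hbtRC* library than in any empty vector library. VF_2042 (chromosome I from 2271197 to 2272825) went from 253 ± 18.3 to 1855 ± 239 normalized counts (SD, n = 3 each), a log2 fold change of 2.87 (standard error 0.12, adjusted p = 1.17e-05 from edgeR's quasi-likelihood test). VF_1133 went from 1971 ± 192 to 5850 ± 334 (SD, n = 3 each), a log2 fold change of 1.57 (standard error 0.09, adjusted p = 4.28e-05). VF_A0389 had a log2 fold change of 1.27 (standard error 0.18, adjusted p = 0.00309) and VF_A0246 one of 1.06 (standard error 0.12, adjusted p = 9.20e-04). Of 19 MCP genes listed by product, 7 were higher and 0 were lower (7 higher and 1 lower adjusted over the list alone), and 12 did not pass. The number lower was 1 with scaling by total count only (VF_1369, log2 fold change -0.50), 1 by upper quartile (VF_0987, -0.43), and 2 without *hbtRC* replicate 1, VF_0987 (-0.45) and VF_1778 (-0.70). VF_2042, VF_A0246, and VF_A0389 are in that list only through the paper's Table 1, chosen on these libraries. Of the other 16, taken from the part of Table S1 used here (1998 genes), 4 were higher. Among them were VF_1133 and VF_1789 (log2 fold change 0.58, standard error 0.08, adjusted p = 0.00252 from edgeR's quasi-likelihood test). Any other MCP gene outside that part had no product here and is missing, so the 19 need not be all MCP genes of the strain. The list of 19 was higher than other genes (camera, adjusted p = 4.50e-04, or adjusted p = 0.121 with an estimated correlation), but the 16 alone, a test chosen after seeing the data, were not (adjusted p = 0.180, or 0.624 with an estimated correlation). Of 8 *che* genes of the signaling pathway that receptors feed, 0 passed the test and 0 had an unadjusted p under 0.05 with edgeR, and DESeq2 and limma-voom also called 0. Without *hbtRC* replicate 1, however, 2 were lower, *cheY* (log2 fold change -0.56, against -0.31 with all libraries) and *cheZ* (-0.56, against -0.33). MCP genes can resemble one another, and read sharing between them was not tested. Counting at a mapping quality of at least 10 would leave out most reads that map equally well to several genes.

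**Figure D1:**
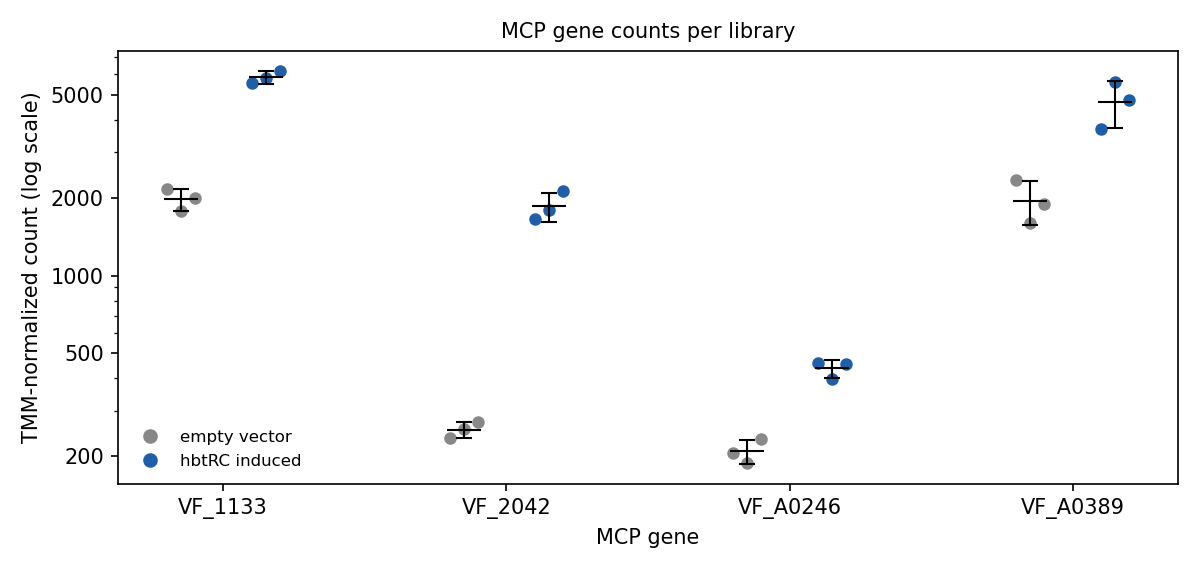
TMM-normalized counts (log scale) of the MCP genes VF_1133, VF_2042, VF_A0246, and VF_A0389 in the 3 libraries with empty vector (gray) and the 3 with *hbtRC* induced (blue). Points are libraries, and the bars give the mean and SD. VF_2042 lies at 253 ± 18.3 with empty vector and 1855 ± 239 with *hbtRC*.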

To confirm that the upregulation of these MCP genes by HbtR functions through its repression of *litR* expression, reverse transcription-quantitative PCR (RT-qPCR) was performed on wild-type V. fischeri and Δ*litR* strains as well as the Δ*hbtRC* strain carrying either empty vector or vector constitutively expressing *hbtRC*. Expression of all four of these MCP genes was significantly increased in the Δ*litR* mutant compared to wild-type V. fischeri (Table 2). Expression of VF_2042 was significantly increased in the Δ*hbtRC* mutant constitutively expressing *hbtRC* compared to the Δ*hbtRC* strain carrying empty vector (Table 2), confirming the RNA-seq results indicating that HbtR affects MCP gene regulation.

**TABLE 2:** RT-qPCR results^*a*^

Gene, strain, or condition	Wild-type V. fischeri				Δ*litR* mutant			
	Δ*C_T_*^*b*^ (gene − *polA*)	SD			Δ*C_T_* (gene − *polA*)	SD	*P* value^*c*^	Fold change
Genes								
VF1133	3.01	0.03			1.12	0.07	0.001	3.70
VF2042	4.64	0.15			−1.73	0.52	0.002	86.13
VFA0246	3.87	0.06			−1.47	0.12	0.000	40.32
VFA0389	0.52	0.15			−0.81	0.18	0.002	2.52
*cheW*	−1.55	0.05			−2.53	0.24	0.019	1.99
*motA1*	0.95	0.23			−0.16	0.30	0.015	2.17
*flaC*	−1.58	0.22			−4.17	0.51	0.015	6.27
*flaF*	1.31	0.14			−1.44	0.75	0.024	7.41
*rpoN*	−0.01	0.14			0.14	0.11	0.233	0.90
*flrA*	−0.74	0.04			−0.48	0.12	0.071	0.84
*flrB*	0.85	0.13			1.38	0.63	0.293	0.74
*fliA*	−1.37	0.11			−1.81	0.27	0.119	1.38
*flgM*	−0.53	0.14			−1.35	0.31	0.053	1.80
*wbfB*	1.56	0.12			3.72	0.24	0.005	0.23
*etp*	0.38	0.09			3.42	0.08	<0.0001	0.12
*wzc*	0.35	0.20			3.46	0.17	0.0003	0.12
	**Δ*hbtRC* + pVSV105**				**Δ*hbtRC* + pVSV105::*hbtRC***			
	**Δ*C_T_* (gene − *polA*)**	**SD**			**Δ*C_T_* (gene − *polA*)**	**SD**	***P* value**	**Fold change**
Genes								
VF_2042	4.53	0.37			2.10	0.06	0.008	5.39
*etp*	−1.23	0.08			−0.26	0.08	0.001	0.51
	**Low cell density**				**High cell density**			
	**Δ*C_T_* (*hbtRC* − *polA*)**	**SD**	***P* value^***d***^**	**Fold change^***d***^**	**Δ*C_T_* (*hbtRC* − *polA*)**	**SD**	***P* value^***d***^**	**Fold change^***d***^**
Strains								
Wild-type V. fischeri	8.08	0.12			13.07	0.35	0.002	0.03
Δ*litR* mutant	8.19	0.58	0.775	0.97	13.02	0.69	0.007	0.04
Δ*crp* mutant	10.06	0.68	0.038	0.27	12.29	0.12	<0.0001	0.05
	**Low cell density**				**High cell density**			
	**Δ*C_T_* (*hbtRC* − *polA*)**	**SD**	***P* value^***e***^**	**Fold change^***e***^**	**Δ*C_T_* (*hbtRC* − *polA*)**	**SD**	***P* value^***e***^**	**Fold change^***e***^**
Conditions								
SWT alone	6.00	0.49			10.04	0.53	0.002	0.06
+ C8-HSL	5.72	0.13	0.473	1.25	10.60	0.87	0.001	0.06
+ 3-Oxo-C6-HSL	5.71	0.39	0.432	1.22	10.16	0.26	0.004	0.05

a All cultures grown in SWT.

b Δ*C_T_*, average from three biological replicates.

c *P* value, Welch’s *t* test of Δ*C_T_* values.

d *P* values and fold changes compare to wild type at low density; *P *> 0.05 for Δ*litR* and Δ*crp* mutants at high density versus wild type at high density.

e *P* value*s* and fold changes compare to wild type at low density; *P *> 0.05 for + C8-HSL and + 3-oxo-C6 at high density versus SWT alone at high density.

As chemotaxis is essential to colonization of the *E. scolopes* light organ by V. fischeri (12), we asked whether any of the four MCPs repressed by LitR are involved in colonization. Newly hatched *E. scolopes* juveniles were exposed to a 1:1 ratio of wild-type V. fischeri and a quadruple mutant with in-frame deletions of all four of the LitR-repressed MCP genes (ΔVF_1133 ΔVF_2042 ΔVF_A0246 ΔVF_A0389; “ΔΔΔΔ”). Regardless of which strain carried a *gfp*-labeled plasmid, the squid light organ populations tended to be dominated by wild-type V. fischeri (Fig. 2), indicating that HbtR and LitR regulate chemotaxis genes involved in initiating symbiosis.

**FIG 2:**
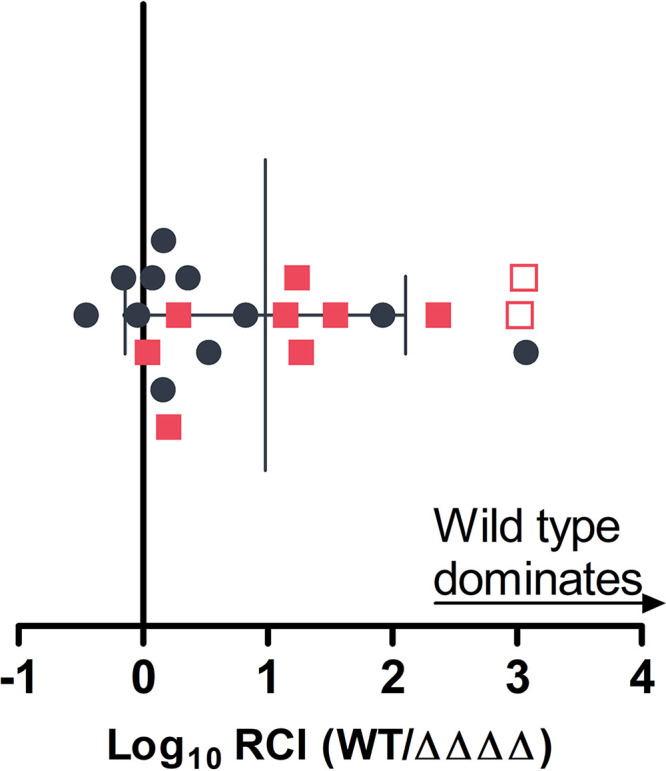
Light-organ colonization competition between wild-type V. fischeri and a chemotaxis mutant. Ratios of wild-type V. fischeri (WT) carrying a green fluorescent protein (GFP)-encoding plasmid (pVSV102) versus unlabeled ΔVF_1133 ΔVF_2042 ΔVF_A0246 ΔVF_A0389 strain (“ΔΔΔΔ”) (circles) or unlabeled wild-type V. fischeri versus the ΔΔΔΔ strain carrying pVSV102 (squares) colonizing juvenile *E. scolopes* light organs were measured after 3 h of exposure to the inoculum followed by 21 h of incubation in sterile seawater. RCI, relative competitive index of bacterial strains. Each point represents one animal. Empty symbols represent the limit of detection for light organs in which only the wild-type strain was found. Error bars represent ±1 standard deviation.

To determine whether the colonization defect displayed by the ΔΔΔΔ strain is due to the chemosensory function of any of the four MCP genes, we sought to identify the chemoattractants recognized by these MCPs. Wild-type V. fischeri and MCP deletion mutants were spotted onto minimal medium, soft-agar plates containing 1 mM three known chemoattractants for V. fischeri (12): *N*-acetyl-d-glucosamine (GlcNAc), *N*,*N*′-diacetylchitobiose [(GlcNAc)_2_], or *N*-acetylneuraminic acid (Neu5Ac). The chemotactic zone sizes for ΔVF_1133 and ΔVF_A0246 strains were significantly smaller than for wild-type V. fischeri on each of the *N*-acetylated sugars (Table 3). Oddly, while the zone sizes of the ΔΔΔΔ strain on GlcNAc and (GlcNAc)_2_ were similar to those of the ΔVF_1133 and ΔVF_A0246 mutants, on Neu5Ac the zone size for the ΔΔΔΔ strain was comparable to that of the wild type. This is a repeatable phenotype we have yet to explain. However, a ΔVF_1133 ΔVF_A0246 mutant produced a similar zone size as the single mutants on Neu5Ac. There was no significant difference in zone sizes between the ΔΔΔΔ mutant and wild-type V. fischeri spotted onto plates containing either no chemoattractant or 1 mM glucose (Table 3), indicating these mutations do not affect motility or chemotaxis in general. Because they grew equally well on either GlcNAc or Neu5AC (Fig. S2), the differences in zone sizes of the MCP mutants and wild-type V. fischeri were unlikely to be growth related.

**TABLE 3:** Soft-agar migration zone sizes

Strain	GlcNAc			(GlcNAc)_2_			Neu5Ac		
	Zone size (mm)^*a*^	SD	*P* value^*b*^	Zone size (mm)	SD	*P* value	Zone size (mm)	SD	*P* value
Wild-type *V. fischeri*	25.7	0.6		21.7	0.6		24	1	
ΔVF_1133 mutant	18.0	0.0	<0.0001	14.0	0.0	<0.0001	18	1	0.002
ΔVF_2042 mutant	26.3	0.6	0.230	21.3	0.6	0.519	25	1.7	0.450
ΔVF_A0246 mutant	19.7	0.6	0.0002	16.3	0.6	0.0003	19.7	0.6	0.007
ΔVF_A0389 mutant	26.0	1.0	0.651	22.0	1.7	0.782	24	0	0.651
ΔVF_1133 ΔVF_A0246 mutant	ND^*c*^	ND	ND	ND	ND	ND	17.7	0.6	0.003
ΔΔΔΔ mutant	19.3	2.1	0.037	15.3	1.2	0.014	23.7	3.2	0.880
	**Glucose**			**No chemoattractant**					
	**Zone size (mm)**	**SD**	***P* value**	**Zone size (mm)**	**SD**	***P* value**			
Wild-type *V. fischeri*	18.2	0.8		17.0	0.0				
ΔΔΔΔ mutant	19.2	2.9	0.455	16.7	0.6	0.230			
	**GlcNAc**			**No chemoattractant**					
	**Zone size (mm)**	**SD**	***P* value^***d***^**	**Zone size (mm)**	**SD**	***P* value^***d***^**			
Wild-type *V. fischeri* + empty vector	10.3	1.2		6.0	1.0				
Wild-type *V. fischeri* + *hbtRC*	13.7	1.2	0.024	9.0	1.0	0.021			
Wild-type *V. fischeri* + *litR*	5.3	0.6	0.022	5.3	0.6	0.391			
Δ*litR* mutant + empty vector	18.7	0.6	0.008	17.7	1.5	0.002			
Δ*litR* mutant + *hbtRC*	20.7	0.6	0.011	18.3	1.2	0.002			
Δ*litR* mutant + *litR*	6.0	1.0	0.391	7.7	0.6	0.008			
Δ*rpoQ* mutant + empty vector	10.7	0.6	0.699	5.0	0.0	0.139			
Δ*rpoQ* mutant + *hbtRC*	15.3	1.2	0.152	9.7	1.5	0.572			
Δ*rpoQ* mutant + *litR*	4.7	0.6	0.230	5.3	0.6	1.000			

a Average from ≥3 biological replicates.

b *P* value, Welch’s *t* test compared to wild-type zones in that chemoattractant.

c ND, not done.

d *P* value for wild-type strains, compared to wild type carrying empty vector; for Δ*litR* and Δ*rpoQ* strains, compared to wild type carrying the respective vector.

10.1128/mBio.01624-20.2 FIG S2 Growth of wild-type V. fischeri and chemotaxis mutants on *N*-acetylated sugars. (A) The rates of growth in MSM supplemented with 0.05% Casamino Acids and 6.5 mM Neu5Ac were measured for wild-type V. fischeri (circles), ΔΔΔΔ (squares), and ΔVF_1133 ΔVF_A0246 (triangles) strains. (B) The rates of growth in MSM supplemented with 0.05% Casamino Acids and 6.5 mM GlcNAc were measured for wild-type V. fischeri (circles) and ΔΔΔΔ (squares) strains. Results represent means from three biological replicates ±1 standard deviation. Abs, absorbance. Download FIG S2, PDF file, 0.45 MB. Copyright © 2020 Bennett et al. 2020 Bennett et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### HbtR activates and LitR represses motility.

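Flagellin transcripts were higher with induced *hbtRC*, 4 of the 5 matched genes past the threshold (5 adjusted over the list alone) and 0 lower. *flaC* (VF_1864) went from 16452 ± 415 to 33912 ± 4199 normalized counts (SD, n = 3 each), a log2 fold change of 1.04 (standard error 0.10, adjusted p = 4.87e-04 from edgeR's quasi-likelihood test). *flaF* (VF_2079), at another place on chromosome I, had a log2 fold change of 0.94 (standard error 0.09, adjusted p = 3.55e-04). *flaA* (VF_1866) and *flaD* (VF_1863) had log2 fold changes of 0.46 (standard error 0.12, adjusted p = 0.0287) and 0.36 (standard error 0.09, adjusted p = 0.0246), and *flaB* had 0.24 (adjusted p = 0.0688). Flagellins resemble one another, and read sharing between them was not tested. The mapping quality cut of at least 10 would leave out most reads that map equally well to several of them. The flagellins were higher as a list (camera, adjusted p = 4.93e-04, or adjusted p = 0.507 with an estimated correlation), and so were the 4 without *flaF*, which is in the list only through Table 1 (adjusted p = 0.00985, or 0.624 with an estimated correlation, a test chosen after seeing the data). *flaC* and *flaF* are in the paper's Table 1, chosen on these libraries. The list of 47 flagellar genes lacked *flaF*, whose product its rule did not match. In that list 14 were higher, 3 were lower, and 30 did not pass (the same numbers adjusted over the list alone). As a list they did not stand apart (camera, adjusted p = 0.311). The 3 lower genes were *fliR* (log2 fold change -0.36), *fliP* (-0.36), and the regulator gene *flrA* (-0.37), of which *fliR* and *fliP* were named after their values were seen. The number of flagellar genes higher was 5 with scaling by total count only. It was 1 without empty vector replicate 1, empty vector replicate 3, *hbtRC* replicate 2, or *hbtRC* replicate 3, and 3 without empty vector replicate 2. The number lower was 10 without *hbtRC* replicate 1, 1 without empty vector replicate 1, and 0 without each other library. Without any of these 5 libraries the calls of *flaA* and *flaD* were lost, whereas those of *flaC* and *flaF* held without any 1 of the 6.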

Two flagellin genes, *flaC* and *flaF*, were upregulated by *hbtRC* (Table 1 and Table S1), indicating the possible activation of motility by HbtR. An earlier study demonstrated that LitR represses motility in V. fischeri (31), and microarrays performed previously (S. V. Studer, A. L. Schaefer, and E. G. Ruby, unpublished data; A. L. Schaefer and E. G. Ruby, unpublished data) indicated that the C8-HSL synthase AinS and LitR downregulate the expression of a majority of the flagellin genes within the locus VF_1836–77, as well as *flaF*, *fliL2*, *motX*, *motA1B1*, and *cheW*. To confirm the repression of motility genes by LitR, RT-qPCR was employed to determine the level of expression of three flagellin or motor genes in different genomic regions in wild-type V. fischeri and Δ*litR* strains. Expression of *cheW*, *motA1*, *flaC*, and *flaF* was moderately, but statistically significantly, higher in the Δ*litR* strain than in wild-type V. fischeri (Table 2). However, we were not able to determine the mechanism by which LitR represses multiple motility gene loci, as expression levels of the known flagellin regulatory genes *rpoN*, *flrA*, *flrB*, *fliA*, and *flgM* were comparable between Δ*litR* and wild-type V. fischeri strains (Table 2).

The sigma factor-like regulator RpoQ, which is upregulated by LitR, represses motility and/or chemotaxis toward GlcNAc when overexpressed (32). Thus, we wanted to determine whether the effect LitR has on motility and *N*-acetylated sugar chemotaxis is mediated through its regulation of *rpoQ*. On soft-agar chemotaxis plates containing no chemoattractant or 1 mM GlcNAc, we observed the same pattern regardless of the presence of GlcNAc: either deletion of *litR* or overexpression of *hbtRC* led to larger migration zones than for wild-type V. fischeri, while overexpression of *litR* essentially eliminated bacterial migration (Table 3). There were no significant differences between Δ*rpoQ* and wild-type V. fischeri strains carrying the same vector (Table 3), indicating that the repression of motility by LitR is not mediated through RpoQ.

### HbtR represses and LitR activates exopolysaccharide production.

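All 23 genes of VF_0157 to VF_0180 with a row in the files fell with induced *hbtRC*, with log2 fold changes from -2.19 to -1.22 and a median of -1.71. The largest fall was in *etp* (VF_0164), a phosphotyrosine-protein phosphatase gene, from 2093 ± 308 to 459 ± 70.2 normalized counts (SD, n = 3 each). Its log2 fold change was -2.19 (standard error 0.15, adjusted p = 5.58e-05 from edgeR's quasi-likelihood test). The exopolysaccharide export gene *gfcE* (VF_0162) had a log2 fold change of -2.07 (standard error 0.13, adjusted p = 4.29e-05), *wzc* (VF_0165), which encodes a chain length regulator of capsule synthesis, -1.89 (standard error 0.12, adjusted p = 4.29e-05), and *wbfB* (VF_0157) -1.42 (standard error 0.12, adjusted p = 2.20e-04). On assembly ASM1180v1 these genes span 24.4 kb of chromosome I, from 175293 to 199706. VF_2581, whose locus tag falls outside that series, lies inside the span from 192382 to 193521 and had a log2 fold change of -2.03 (standard error 0.15, adjusted p = 7.17e-05). Of 13 flanking genes, 0 were lower, 4 were higher, and 9 did not pass, with log2 fold changes from -0.21 to 0.51. VF_0159 has no row and was not analysed here. The study chose the locus on these libraries, so its count (23 lower adjusted over the list alone) is not independent evidence. As a list the genes were lower than other genes (camera, adjusted p = 2.75e-74), with adjusted p = 0.0577 with an estimated correlation, which was 0.44. For the same reason the list test is not independent evidence either.

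**Figure D2:**
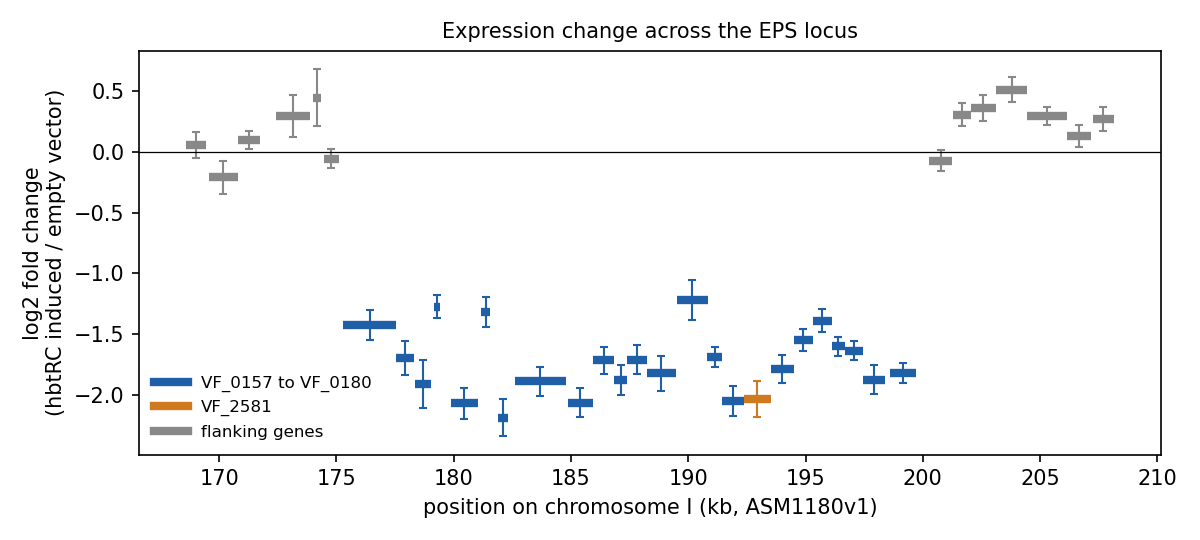
Log2 fold change of each gene (*hbtRC* induced over empty vector) by its position on chromosome I in kb. Horizontal bars span the genes and vertical bars are the standard error; genes of VF_0157 to VF_0180 are blue, VF_2581 is orange, and the 13 flanking genes are gray. The blue genes lie between -2.19 and -1.22 and the gray genes between -0.21 and 0.51.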

An approximately 25-kb locus constituting the genes VF_0157–80 was downregulated when *hbtRC* was expressed (Table 1 and Table S1). Previously performed microarrays indicated that most of the genes in this locus (VF_0159 and VF_0162–0180) are also upregulated by AinS and LitR (Studer et al., unpublished data; Schaefer and Ruby, unpublished). To confirm the upregulation of this locus by LitR, RT-qPCR was used to evaluate the expression of three genes, located in separate operons, in the Δ*litR* mutant and wild-type V. fischeri. Expression of VF_0157 (*wbfB*), VF_0164 (*etp*), and VF_0165 (*wzc*) was significantly higher in wild-type V. fischeri than in the Δ*litR* mutant (Table 2). Expression of *etp* was significantly lower in the Δ*hbtRC* strain constitutively expressing *hbtRC* than in the Δ*hbtRC* strain carrying empty vector (Table 2), confirming that HbtR regulation of *litR* represses gene expression in this locus.

Most of the genes in the locus VF_0157–80 are annotated as being involved in production of extracellular polysaccharides. However, gene annotation alone could not indicate which component(s) of the cell envelope (lipopolysaccharide O-antigen, capsule, or exopolysaccharide [EPS]) might be affected by the genes in this locus. To determine which polysaccharide type is produced by the enzymes encoded in VF_0157–80, alcian blue staining was used to detect negatively charged polysaccharides in the supernatants of liquid cultures of V. fischeri strains. Both Δ*litR* and ΔVF0157–80 strains produced less alcian blue-staining EPS than wild-type V. fischeri, with the ΔVF_0157–80 strain producing even less EPS than the Δ*litR* strain (Fig. 3). Overexpression of *hbtRC* repressed EPS production in wild-type V. fischeri, but not in the Δ*litR* or ΔVF_0157–80 strain (Fig. 3). Overexpression of *litR* in the ΔVF_0157–80 strain did not complement the reduction in EPS produced by that mutant (Fig. 3), indicating that essentially all EPS is produced by this locus.

**FIG 3:**
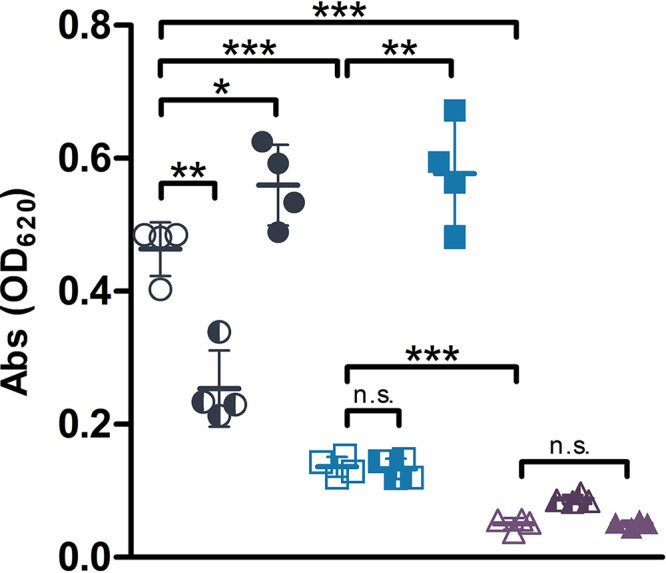
EPS production in wild-type V. fischeri, Δ*litR*, and ΔVF_0157–80 strains. EPS in supernatants of 24-h cultures grown in 0.05% Casamino Acids and 6.5 mM Neu5Ac was stained with alcian blue for wild-type V. fischeri (circles), Δ*litR* (squares), and ΔVF_0157–80 (triangles) strains carrying empty pVSV105 (open symbols), pVSV105::*hbtRC* (half-filled symbols), or pVSV105::*litR* (closed symbols). Error bars represent ±1 standard deviation. Abs, absorbance. *, *P* < 0.05; **, *P* < 0.005; ***, *P* < 0.001; n.s., not statistically significant.

### *hbtRC* expression is regulated by Crp but not by AphB or quorum sensing.

To determine whether *hbtRC* expression in V. fischeri is affected by quorum sensing and/or Crp, a regulator known to affect *tcpPH* expression in V. cholerae, RT-qPCR was performed on wild-type V. fischeri, Δ*litR*, and Δ*crp* strains grown to optical densities at 600 nm (OD_600_) of ∼0.3 and ∼1.0. Expression of *hbtRC* was lower at high cell density than at low cell density for all three strains, with no difference between wild-type V. fischeri and Δ*litR* strains at either higher or lower OD_600_ (Table 2). Expression of *hbtRC* in the Δ*crp* mutant was below that in wild-type V. fischeri at low OD_600_ but comparable at high OD_600_. Thus, Crp appears to activate *hbtRC* expression, the reverse of *tcpPH* regulation by Crp in V. cholerae.

Because Crp activates quorum-signaling genes in the V. fischeri genome (33, 34), we asked whether quorum signaling is responsible for the change in *hbtRC* expression at different culture densities, and whether this regulation explains the lower expression in the Δ*crp* mutant. The RT-qPCR experiment was repeated for wild-type V. fischeri grown in seawater-tryptone (SWT) with or without added autoinducers. *hbtRC* expression remained higher at lower cell density in the presence of both autoinducers (Table 2), indicating that quorum signaling is not involved in Crp- and cell density-mediated *hbtRC* regulation.

To determine whether the regulator AphAB and/or a change in pH affects *hbtRC* expression in V. fischeri, RT-qPCR was performed on RNA extracted from cultures of wild-type *V. fischeri* or an Δ*aphB* mutant grown at pH 5.5 or 8.5. There was no significant difference in *hbtRC* expression between any of the conditions (Table S2).

10.1128/mBio.01624-20.5 TABLE S2 RT-qPCR results. Download Table S2, DOCX file, 0.01 MB. Copyright © 2020 Bennett et al. 2020 Bennett et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### *tcpPH* homologs do not cross-complement between V. fischeri and V. cholerae.

Δ*tcpPH* and Δ*hbtRC* strains of V. cholerae and V. fischeri, respectively, were complemented with empty vector, vector expressing *tcpPH*, or vector expressing *hbtRC*. RT-qPCR was performed on RNA extracted from cultures of each strain to determine the level of *toxT* expression in the V. cholerae strains or *litR* expression in the V. fischeri strains. While expression of each *tcpPH* homolog complemented the respective deletion, cross-complementation had no effect on output gene expression (Table S2), illustrating the divergent activities of HbtR and TcpP.

In V. cholerae, ToxR cooperates with TcpP to activate *toxT* expression (35, 36), begging the question of whether ToxR is also involved in controlling the V. fischeri HbtR regulon. RT-qPCR performed on RNA extracted from cultures of Δ*hbtRC* and Δ*hbtRC* Δ*toxRS* mutants carrying either empty vector or vector expressing *hbtRC* showed that *litR* expression was repressed to the same degree by HbtR regardless of the presence or absence of *toxRS* (Table S2), further demonstrating that regulation by HbtR is independent of ToxR and differs substantially from the TcpP system.

### The Δ*hbtRC* mutant has no defect in colonizing juvenile *E. scolopes* light organs.

Previous work indicated that a Δ*hbtRC* mutant (then referred to as the Δ*tcpPH* mutant) had a light-organ colonization defect, which appeared to increase through 96 h (19). We replicated this defect when using the same conditions as the previous study (Fig. 4A); however, we observed an advantage for the Δ*hbtRC* mutant when we reversed the fluorescent marker plasmids (Fig. 4A), indicating the earlier results were due simply to experimental design. Cocolonization of juvenile *E. scolopes* with chromosomally labeled strains resulted in no significant colonization defect for either strain (Fig. 4B), demonstrating that HbtR is, in fact, not required for entry into, or life inside, the *E. scolopes* light organ. Based on this experience, we urge caution by other researchers using *rfp*-labeled pVSV208 in cocolonization experiments.

**FIG 4:**
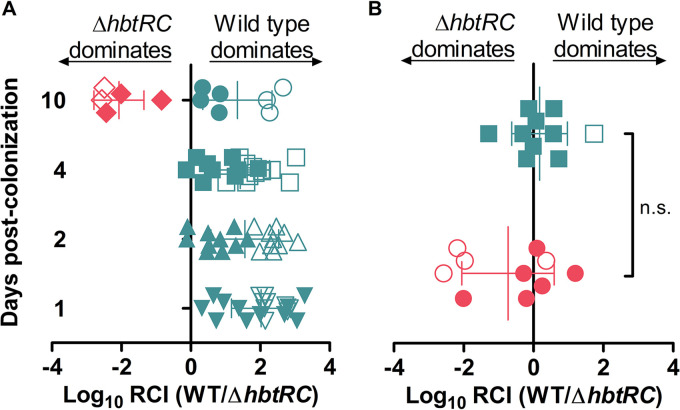
Light-organ colonization competition between wild-type V. fischeri and Δ*hbtRC* strains. (A) Ratios of wild-type V. fischeri carrying a GFP-encoding plasmid (pVSV102) versus the Δ*hbtRC* mutant carrying an RFP-encoding plasmid (pVSV208) (circles, squares, and triangles) or wild-type V. fischeri (WT) carrying pVSV208 versus the Δ*hbtRC* mutant carrying pVSV102 (diamonds) colonizing juvenile *E. scolopes* light organs were measured after 1 to 10 days. (B) Ratios of wild-type V. fischeri with chromosomal *gfp* versus Δ*hbtRC* mutant with chromosomal *rfp* (squares) or wild-type V. fischeri with chromosomal *rfp* versus Δ*hbtRC* mutant with chromosomal *gfp* (circles) colonizing juvenile *E. scolopes* light organs were measured after 1 day. RCI, relative competitive index of bacterial strains. Each point represents one animal. Empty symbols represent the limit of detection for light organs in which only the *gfp*-carrying strain was found. Error bars represent ±1 standard deviation. n.s., not statistically significant.

### Transcription of *hbtR* is activated as symbionts exit the light organ.

Considering the effects that HbtR has on chemotaxis and luminescence gene expression (Tables 1 and 2 and Table S1), and that *hbtRC* has no effect on squid luminescence (Fig. S1) or colonization (Fig. 4B), we postulated that HbtR was likely to be involved in the transition into planktonic life as V. fischeri exits the light organ. To establish at which point in the juvenile squid diel cycle V. fischeri *hbtRC* expression is activated, we performed *in situ* hybridization chain reaction (HCR) targeting *hbtR* mRNA to determine whether this gene was expressed in the bacteria before, during, or after their expulsion from the squid light organ into seawater. *hbtR* mRNA was not detected in V. fischeri cells within the crypts or during expulsion along the path out of the light organ (Fig. 5A). Only in cells that had completely exited the light-organ pores was *hbtR* expression detected (Fig. 5B and Movie S1). Within an hour of expulsion into seawater, ∼25% of expelled V. fischeri cells were expressing *hbtR* (Fig. 5C). As expected, transcripts of *litR* were detected within V. fischeri cells inside the *E. scolopes* light-organ crypts (Fig. S3); thus, it is unlikely that HCR was unable to detect *hbtR* transcripts in colonizing bacteria due to failure of the reagents to penetrate the light organ.

**FIG 5:**
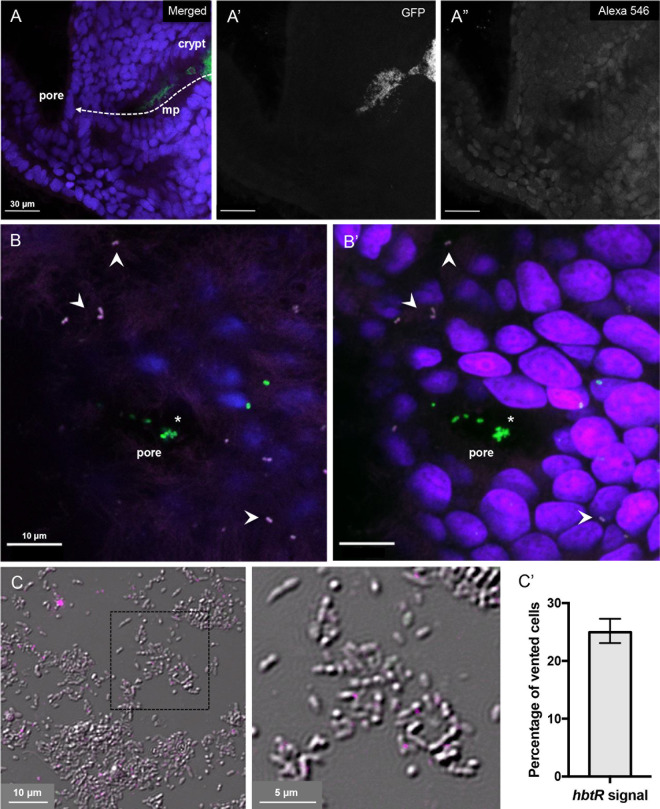
Expression of *hbtR* in V. fischeri during expulsion from *E. scolopes* light organs. Transcripts of *hbtR* (magenta, arrowheads) were detected using *in situ* HCR in V. fischeri cells (green) during expulsion from *E. scolopes* juvenile light-organ crypts. (A) V. fischeri symbionts originate in the crypt, pass through the migration path (mp), and exit through the external surface pore. (A) Merged image; (A′) GFP channel; (Aʺ) *hbtR* transcript channel (Alexa 546). (B) V. fischeri cells (green) are expelled through the external surface pore (asterisk) into seawater 1 h after a dawn light cue. (B) A single optical slice of the superficial layer above the exit point from host and V. fischeri cells outside the pore expressing *hbtR*; (B′) the corresponding merged composite stack (video in Movie S1). (C) At 1 h after expulsion into ambient seawater, vented cells express *hbtR* (magenta); enlargement is of the area within the dashed square. (C′) Percentage and 95% confidence intervals of vented cells expressing *hbtR* calculated from four samples of ventate on slides, from two experiments. Blue, *E. scolopes* nuclei (DAPI).

10.1128/mBio.01624-20.3 FIG S3 Expression of *litR* in V. fischeri when host associated within the *E. scolopes* light organ. Transcripts of *litR* (green) were detected using *in situ* HCR in V. fischeri cells colonizing *E. scolopes* crypts (C) after traversing the tissues of the migration path (MP). Blue, *E. scolopes* nuclei (DAPI); green, *litR* transcripts (Alexa 546). Bar, 15 μm. Download FIG S3, PDF file, 1.1 MB. Copyright © 2020 Bennett et al. 2020 Bennett et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.01624-20.8 MOVIE S1 Expression of *hbtR* in V. fischeri cells during their expulsion from an *E. scolopes* light organ. *hbtR* transcripts were detected using *in situ* HCR in V. fischeri cells expelled from the external surface pore of the light organ 1 h after a dawn light cue. Merged stack of images depicted in Fig. 5B′. Blue, *E. scolopes* nuclei (DAPI); green, *gfp*-labeled V. fischeri; magenta, *hbtR* transcripts (Alexa 546). Download Movie S1, AVI file, 1.5 MB. Copyright © 2020 Bennett et al. 2020 Bennett et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## DISCUSSION

While much research has gone into understanding the mechanisms necessary for colonization of the *E. scolopes* light organ by V. fischeri (reviewed most recently in reference 37), there has been little investigation into how the ∼95% of symbiotic bacteria expelled from the light organ at dawn each day transition back into life in seawater. In this work we present HbtR, a heterofunctional homolog of the V. cholerae virulence regulator TcpP that represses the quorum-signaling regulator LitR. While it is unclear at this time whether HbtR represses *litR* expression directly or through some intermediate regulator(s), the RNA-seq data indicate HbtR does not act through a step in the quorum-signaling pathway upstream of LitR (see Table S1 in the supplemental material). 

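Of 8 genes that act upstream of LitR in quorum signaling, 1 was higher, 1 was lower, and 6 did not pass the test with induced *hbtRC* (2 higher and 3 lower adjusted over the list alone). *luxP* (VF_0707), which encodes the periplasmic AI-2 binding protein, had a log2 fold change of -0.41 (standard error 0.13, adjusted p = 0.0431 from edgeR's quasi-likelihood test). *hfq* (VF_2323), which encodes the RNA chaperone, had 0.38 (standard error 0.09, adjusted p = 0.0198). The C8-HSL synthase gene *ainS* (VF_1037) had 112 ± 17.8 normalized counts with *hbtRC* (SD, n = 3) and a log2 fold change of -0.49 (standard error 0.18, adjusted p = 0.0718). *luxQ* had a log2 fold change of -0.37 (standard error 0.13, adjusted p = 0.0602), *luxS* 0.33 (standard error 0.12, adjusted p = 0.0638), and *luxO*, the response regulator gene, 0.01 (standard error 0.10, adjusted p = 0.951). As a list these genes did not stand apart (camera, adjusted p = 0.886). The list need not hold every upstream step, and transcript counts do not measure protein activity. These counts therefore do not settle whether HbtR acts through a step upstream of LitR. The number changed was 0 without empty vector replicate 2, empty vector replicate 3, *hbtRC* replicate 2, or *hbtRC* replicate 3, and 0 with scaling by total count only. It was 1 without empty vector replicate 1, where the call of *luxP* was lost, 4 without *hbtRC* replicate 1, and 3 with DESeq2, which also called *luxS*.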

Through the discovery of additional functions regulated by LitR, namely, chemotaxis, motility, and EPS production, we have begun to build a picture in which LitR aids the transition by V. fischeri into a colonization lifestyle and, upon expulsion from the light organ, HbtR reverses that process to help transition back into planktonic life (Fig. 6). This is a markedly different role for HbtR from that of TcpP.

**FIG 6:**
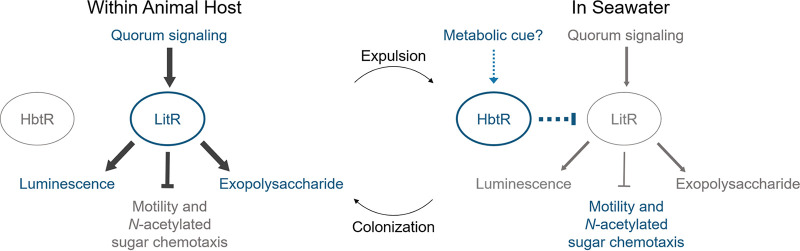
Model proposing regulation by HbtR and LitR in V. fischeri during colonization of and expulsion from the *E. scolopes* light organ. Upon colonization, LitR regulates relevant physiological phenotypes, including activation of luminescence and EPS production and repression of motility and chemotaxis. HbtR causes the repression of *litR* expression upon expulsion of V. fischeri from the light organ, reversing this process and leading to the upregulation of motility and chemotaxis and the downregulation of luminescence and EPS production. Gray text, downregulated genes and phenotypes; blue text, upregulated genes and phenotypes.

The regulatory mechanisms controlling *hbtRC* expression, as elucidated thus far, are similar to the *tcpPH* regulatory pathway in V. cholerae only in that both operons are regulated by the global regulator Crp, albeit in the opposite manner. Notably, the *hapR* homolog in V. fischeri, *litR*, is itself repressed by HbtR (Table 1 and Tables S1 and S2), a reversal of roles from those in V. cholerae. Considering the distinct regulatory pathways for HbtR and TcpP, as well as the low percent identity (26.8%) of the two protein sequences, it appears, evolutionarily, that either progenitors of *tcpPH* and *hbtRC* were acquired independently after separation of the two species’ ancestors, or the parent operon evolved in dramatically different fashions as the two species evolved to inhabit disparate environmental niches. Determining which of these histories is the more likely is beyond the scope of this study, but in either case it is clear the two homologs have been recruited into specialized roles befitting the two species’ distinct lifestyles, i.e., pathogenesis versus beneficial symbiosis within animal hosts.

The data presented here suggest HbtR acts as a first-wave responder as V. fischeri bacteria exit the light organ and reenter the seawater (Fig. 5), a significant change in environmental conditions and an imperative for survival. This role could explain some of the discrepancies observed between the RNA-seq results in the present study and those in the work of Thompson et al. (19). For example, the Thompson et al. data indicate that in addition to *hbtR* and *hbtC*, the luminescence genes *luxR*, *luxI*, and *luxCDABEG* were also highly upregulated in cells recently expelled from the light organs compared to planktonic cells, while *litR*, which activates the *lux* genes, was not differentially regulated between the two cell populations. Meanwhile, the results of this study indicate that HbtR represses LitR and consequently causes the downregulation of *luxR* and other downstream quorum-signaling genes (Table 1 and Tables S1 and S2). Similarly, the gene most highly upregulated by HbtR in the RNA-seq data presented here was VF_2042 (Table S1), one of the four MCP genes repressed by LitR (Table 2); in the earlier study, VF_2042 was downregulated in cells released from the light organs (19). These results are consistent with a model in which HbtR becomes active once V. fischeri exits the light organ, with some of the earliest effects seen in its repression of *litR*. 

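By log2 fold change, VF_2042 ranked 5 among the genes higher with induced *hbtRC*, apart from *hbtR* and *hbtC*, and it ranked 1 by p (3 without empty vector replicate 1 and 2 without *hbtRC* replicate 1). Above it stood VF_1624, VF_A0928, the acetoin utilization gene VF_1971, and *purA*. VF_A0928 had a log2 fold change of 3.73 (standard error 0.80, adjusted p = 0.0145 from edgeR's quasi-likelihood test) and VF_1971 one of 3.28 (standard error 0.59, adjusted p = 0.00834). The normalized counts of VF_1971 were 512, 2062, and 3339 in *hbtRC* replicates 1, 2, and 3, and its log2 fold change was 2.67 without *hbtRC* replicate 3. Without empty vector replicate 2 or 3 the call of VF_A0928 was lost (adjusted p = 0.0515 and 0.0585), as it was with limma-voom, in a range of 1.89e-04 to 0.0585 over its alternatives. Its log2 fold change was 2.92 without *hbtRC* replicate 3. The standard errors of these genes are 3 or more times that of VF_2042. The rank of VF_2042 by log2 fold change was 4 to 6 over the alternatives fixed in advance. It was 1 with DESeq2 and a normal prior on the fold change, chosen after seeing the data, where VF_2042 had 2.78 and VF_1624 had 1.52. The log2 fold changes of Table S1 lay within 6.36e-05 of that fit over 1998 genes. The paper's rank therefore rests on a measure unlike the edgeR fold changes ranked here.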

In the earlier study, it may have been that in the ∼25 min between initiation of light-organ expulsion and harvesting the V. fischeri RNA, HbtR had become activated (Fig. 5) and was already repressing *litR* expression, but the downstream effects (e.g., on VF_2042 and *lux* gene expression) were not yet apparent.

Previous studies have also demonstrated a repression of several flagellin genes by AinS and increased motility in a *litR* mutant (31). Here, we show that LitR represses numerous flagellin, motor, and chemotaxis genes, including at least two MCP genes involved in chemotaxis toward (GlcNAc)_2_, an *N*-acetylated sugar reported to be an important chemoattractant during light-organ colonization (12). Previous work indicated that a *litR* mutant colonized *E. scolopes* to a lower level than wild-type V. fischeri (31), which the authors suggested was due to an initiation delay due to hypermotility. However, in the study in which LitR was first described (4), a *litR* mutant had an advantage in initiating light-organ colonization over wild-type V. fischeri. Based on work presented here, including a demonstration that MCP genes repressed by LitR are involved in light-organ colonization (Fig. 2), we posit that the *litR-*mutant colonization benefit (4) may have resulted from the increase in both motility and chemotaxis into the light organ by that mutant. We hypothesize that the lower level of colonization observed for the *litR* mutant in single-strain experiments (31) may have been due to dysregulation of a separate symbiotic process, perhaps extracellular polysaccharide production.

LitR appears to activate, and HbtR to thus repress, a large locus of genes (VF_0157–80) involved in extracellular polysaccharide production (Table 1 and Tables S1 and S2). Fidopiastis et al. (4) noted that *litR*-minus colonies are less opaque than wild-type V. fischeri and suggested this phenotype may be due to a difference in the extracellular polysaccharides present in each strain. The nature of polysaccharide affected by VF_0157–80 is not fully established, yet it seems most likely to be an EPS, or “slime layer,” due to the ease with which it separates from the bacterial cell during centrifugation (Fig. 3). While lipopolysaccharide and the *syp* polysaccharide have been implicated in the initiation of host colonization by V. fischeri (38–40), little has been determined regarding the possible involvement of extracellular polysaccharides in colonization persistence. V. fischeri-colonized crypts, despite having no goblet cells (S. V. Nyholm, personal communication), have been shown to stain alcian blue positive (41), indicating that the presumptive EPS made by VF_0157–80 may be a relevant factor in *E. scolopes*-V. fischeri symbiosis. This aspect of the symbiotic relationship could have broader implications for host-microbe interactions in general.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions.

Bacterial strains and plasmids used in this study are summarized in Table S3 in the supplemental material. E. coli and V. cholerae were grown in lysogeny broth (LB) (19, 42) at 37°C; V. fischeri was grown in LB-salt (LBS) (43) at 28°C. Overnight cultures were inoculated with single colonies from freshly streaked −80°C stocks. Liquid cultures were shaken at 225 rpm. Unless otherwise noted, 15 g of agar was added per liter for solid media. Antibiotics were added to overnight cultures, where applicable, at the following concentrations: kanamycin (Km), 50 μg/ml; chloramphenicol (Cm), 5 μg/ml (V. fischeri) or 25 μg/ml (E. coli). Experimental cultures were grown in either seawater-tryptone (SWT) medium (44) or minimal-salts medium {MSM; per liter: 8.8 g NaCl, 6.2 g MgSO_4_·7H_2_O, 0.74 g CaCl_2_·2H_2_O, 0.0204 g H_2_NaPO_4_, 0.37 g KCl, 8.66 g PIPES [piperazine-*N*,*N*′-bis(2-ethanesulfonic acid)] disodium salt, 0.65 mg FeSO_4_·7H_2_O; pH 7.5} supplemented with 5 mg/liter Casamino Acids and a carbon source as indicated. The results of all experiments are reported as the means from three (or more, as indicated) biological replicates ± 1 standard deviation (SD). Statistical analysis was performed using Welch’s *t* test.

10.1128/mBio.01624-20.6 TABLE S3 Bacterial strains and plasmids used in this work. Download Table S3, DOCX file, 0.03 MB. Copyright © 2020 Bennett et al. 2020 Bennett et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Plasmid and mutant construction.

Primers used to construct the deletion and expression vectors in this study are listed in Table S4. In-frame deletion of genes from the V. fischeri genome was performed as previously described (45, 46). Counterselection to remove the target gene and pSMV3 was performed on LB-sucrose (per liter: 2.5 g NaCl, 10 g Bacto tryptone, 5 g yeast extract, 100 g sucrose) for 2 days at room temperature. Expression vectors were constructed by amplifying and ligating the target gene into the multiple cloning site of pVSV105 (47). Inducible expression of *hbtRC* was achieved by ligating *lacI*^q^ from pAKD601 (58) to *hbtRC* cloned from the V. fischeri genome and inserting the fusion into the multiple cloning site of pVSV105. Overexpression of *hbtRC* brought the level of expression closer to that found upon expulsion from juvenile squid (19), which was higher than we measured for wild-type V. fischeri under culture conditions. Genomic insertion of *gfp* or *rfp* under the control of the *lac* promoter at the *att*Tn*7* site was performed using a mini-Tn*7* vector as described previously (48). A previously constructed Δ*hbtRC* mutant (19) was used to recapitulate conditions for follow-up on previous experiments (RNA-seq and squid cocolonization); a newly derived Δ*hbtRC* strain was used for all other experiments so it would have the same parent wild-type V. fischeri stock as other mutants created in this study.

10.1128/mBio.01624-20.7 TABLE S4 Primers and probes used in this work. Download Table S4, DOCX file, 0.02 MB. Copyright © 2020 Bennett et al. 2020 Bennett et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Generation and analysis of RNA-seq libraries.

RNA extraction and RNA-seq were performed as previously described (19). Briefly, RNA was stabilized with RNAprotect bacterial reagent (Qiagen) and extracted with an RNeasy minikit (Qiagen) from 500 μl of cultures grown to mid-log phase in SWT with 1.75 mM isopropyl-β-d-thiogalactopyranoside (IPTG). RNA was extracted from biological triplicates for each strain. Contaminating DNA was degraded by treatment with Turbo DNase (Invitrogen). Ribosomal reduction, strand-specific library preparation, and paired-end 50-bp sequence analysis on an Illumina HiSeq 2500 on high-output mode were performed at the University of Minnesota Genomics Center. Sequences were processed on the open-source Galaxy server (usegalaxy.org) (49) using the following workflow (default settings used unless otherwise indicated): reads were trimmed with Trimmomatic (maximum mismatch:1, LEADING:3, TRAILING:3, SLIDINGWINDOW:4,20, MINLEN:35), mapped to the V. fischeri chromosomes and plasmid (accession numbers NC_006840.2, NC_006841.2, and NC_006842.1) using Bowtie2 (-un-con, –sensitive), and counted with featureCounts (-p disabled, -t = gene, -g = locus_tag, -Q = 10, -s); differential expression was analyzed with DESeq2 (outliers filtering and independent filtering turned on). Between 11.7 million and 12.7 million paired reads were mapped to the V. fischeri genome per biological replicate.

### Reverse transcription and quantitative PCR.

RNA from bacterial cultures was extracted as described above and treated with Turbo DNase (Invitrogen). cDNA was synthesized from DNase-treated RNA using Smart Moloney murine leukemia virus (MMLV) reverse transcriptase (Clontech) and random hexamer primer (Thermo Scientific). Gene expression was measured by qPCR performed with LightCycler 480 SYBR green I Master Mix (Roche) under the following conditions: 95°C for 5 min; 45 cycles of 95°C for 10 s, 60°C for 20 s, and 72°C for 20 s; and melting curve acquisition from 65°C to 97°C. qPCR primer pairs were designed for these conditions and confirmed to have efficiencies between 90 and 110%. Cycle thresholds (*C_T_*) for each sample were normalized to those of the reference gene *polA* (Δ*C_T_* = target gene − *polA*; *polA* expression primers provided courtesy of Silvia Moriano-Gutierrez). ΔΔ*C_T_* values were calculated by subtracting the average Δ*C_T_* for the parent strain, at higher pH or lower OD_600_ when appropriate; fold changes were calculated as 2^(−ΔΔ^*^CT^*^)^.

### Growth and luminescence curves.

Overnight LBS cultures of each strain were pelleted, washed once, and resuspended in 1 ml of the intended growth medium. Luminescence growth curves were performed in 20 ml SWT in flasks shaking at 225 rpm; periodic 1-ml and 300-μl aliquots were taken for luminescence and OD_600_ readings on a luminometer (Turner Designs) and Tecan Genios plate reader, respectively. Growth curves were performed in 1.2 ml growth medium and monitored in the Tecan Genios plate reader with continuous shaking at high speed.

### Squid colonization assays.

Juvenile squid colonization experiments were performed as described previously (50), with juvenile squid exposed to V. fischeri strains at 1,000 to 6,000 CFU/ml either for 3 h or overnight, as indicated, before being placed in fresh sterile seawater until euthanizing by freezing. Colonization competition experiments were performed by exposing juvenile squid to a 1:1 inoculum of each strain.

### *In situ* HCR.

Hybridization chain reaction (HCR) (51) was performed on squid colonized with wild-type V. fischeri carrying a *gfp*-labeled plasmid and on V. fischeri cells 1 h after being expelled from squid light organs as previously described (52–54). Briefly, *E. scolopes* juveniles and expelled V. fischeri cells were fixed in 4% paraformaldehyde in marine phosphate-buffered saline either before or after a light cue-stimulated bacterial expulsion. HCR was performed on dissected light organs (52) and expelled V. fischeri cells affixed to gelatin-coated slides (adapted from reference 53) using HCR version 3.0 chemistry (54). Ten probes targeting *hbtR* mRNA and 11 probes targeting *litR* mRNA (Table 3) were amplified with Alexa Fluor 546-labeled hairpins (Molecular Instruments). Light organs were then counterstained overnight with a 1:750 dilution of 4′,6-diamidino-2-phenylindole (DAPI; Thermo Fisher Scientific) in 5× SSC-Tween (1× SSC is 0.15 M NaCl plus 0.015 M sodium citrate) before being mounted on slides with Vectashield (Vector Laboratories) and overlaid with a coverslip (no. 1.5, Fisherbrand; Fisher Scientific). Imaging was done on an upright Zeiss LSM 710 laser-scanning confocal microscope at the University of Hawai’i Kewalo Marine Laboratory; images were analyzed using FIJI (ImageJ) (55).

### Motility and chemotaxis assays.

Soft-agar motility assays were performed as previously described (56). Briefly, the equivalent of 10 μl of a bacterial culture grown to an OD_600_ of 0.5 in SWT was spotted onto minimal-medium plates containing 0.25% agar and, when appropriate, 1 mM chemoattractant. Migration zones were measured after 18 to 24 h of static incubation at 28°C.

### Alcian blue detection of extracellular polysaccharides.

EPS was detected by staining with alcian blue essentially as previously described (57). Single colonies from freshly streaked −80°C stocks were used to inoculate MSM supplemented with 6.5 mM Neu5Ac and 0.05% (wt/vol) Casamino Acids and grown with shaking for 18 to 22 h. EPS was separated from cells by centrifugation of the equivalent of 2.5 ml at OD_600_ = 1.0 for 15 min at 12,000 × *g* and 4°C. Two hundred fifty microliters of this supernatant was mixed with 1 ml alcian blue solution (per liter: 0.5 g alcian blue, 30 ml glacial acetic acid, pH 2.5), rocked for 1 h at room temperature, and then centrifuged for 10 min at 10,000 rpm and 4°C. Pellets were resuspended in 1 ml 100% ethanol and then centrifuged for 10 min at 10,000 × *g* and 4°C. Pellets were solubilized in 500 μl SDS (per liter: 100 g sodium dodecyl sulfate, 50 mM sodium acetate, pH 5.8), and the absorbance was read at OD_620_.

### Data availability.

Raw and processed read files have been deposited into the NCBI Gene Expression Omnibus server (GSE151621).

# Supplementary material for: HbtR, a Heterofunctional Homolog of the Virulence Regulator TcpP, Facilitates the Transition between Symbiotic and Planktonic Lifestyles in Vibrio fischeri
**Source:** mBio. 2020 Sep 1;11(5):e01624-20. doi: 10.1128/mBio.01624-20
**Supplement:** FIG S1

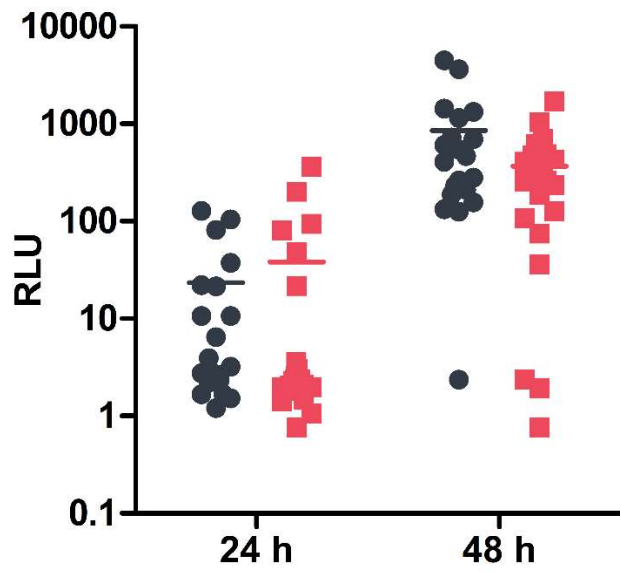

FIG S1 Luminescence of wild-type *V. fischeri* and the $\Delta hbtRC$ mutant during symbiosis. Luminescence was measured in juvenile squid 24 h or 48 h after colonization with either wild-type *V. fischeri* (circles) or the $\Delta hbtRC$ mutant (squares). Each point represents one animal. Mean values indicated; no significant differences were noted between strains at either time-point. RLU, relative light units.

# Supplementary material for: HbtR, a Heterofunctional Homolog of the Virulence Regulator TcpP, Facilitates the Transition between Symbiotic and Planktonic Lifestyles in Vibrio fischeri
**Source:** mBio. 2020 Sep 1;11(5):e01624-20. doi: 10.1128/mBio.01624-20
**Supplement:** FIG S2

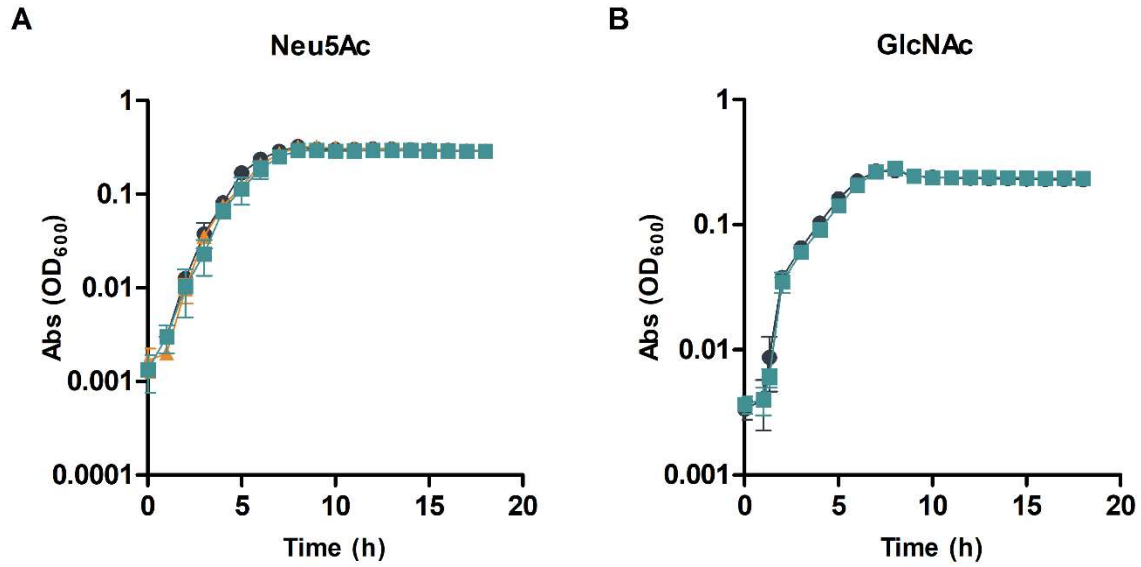

FIG S2 Growth of wild-type *V. fischeri* and chemotaxis mutants on *N*-acetylated sugars.

(A) The rates of growth in MSM supplemented with 0.05% casamino acids and 6.5 mM Neu5Ac were measured for wild-type *V. fischeri* (circles), the $\Delta\Delta\Delta\Delta$ mutant (squares), and the $\Delta VF_{1133} \Delta VF_{A0246}$ mutant (triangles). (B) The rates of growth in MSM supplemented with 0.05% casamino acids and 6.5 mM GlcNAc were measured for wild-type *V. fischeri* (circles) and the $\Delta\Delta\Delta\Delta$ mutant (squares). Results represent means of three biological replicates $\pm$ one standard deviation. Abs, absorbance.

# Supplementary material for: HbtR, a Heterofunctional Homolog of the Virulence Regulator TcpP, Facilitates the Transition between Symbiotic and Planktonic Lifestyles in Vibrio fischeri
**Source:** mBio. 2020 Sep 1;11(5):e01624-20. doi: 10.1128/mBio.01624-20
**Supplement:** TABLE S2

**Table S2. RT-qPCR results**

|  | Wild-type *V. fischeri* | | | | | Δ*aphB* | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **pH^a^** | **Δ*C_T_*  (*hbtRC* − *polA*)** | **SD** | ***P* value****^b^** | **Fold change^b^** | **Δ*C_T_*  (*hbtRC* − *polA*)** | | **SD** | ***P* value^b^** | | **Fold change^b^** | | |
| 8.5 | 10.94 | 0.37 |  |  | 10.42 | | 0.33 | 0.167 | 1.46 | |  |  |
| 5.5 | 10.55 | 0.14 | 0.227 | 1.32 | 10.34 | | 0.34 | 0.132 | 1.54 | |  |  |

| **Strain^c^** | **Δ*C_T_* (*litR*** **− *polA*)** | | | | | **SD** | | | | ***P* value** | | | | | | | **Fold change** | | | | |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Δ*hbtRC* strain  + empty vector | -4.38 | | | | | 0.19 | | | |  | | | | | | |  | | | | |  |  |  |  |  |
| Δ*hbtRC* strain + *hbtRC* | -3.46 | | | | | 0.42 | | | | 0.032 | | | | | | | 0.54 | | | | |  |  |  |  |  |
| Δ*hbtRC* strain + *tcpPH* | -4.65 | | | | | 0.05 | | | | 0.131 | | | | | | | 1.20 | | | | |  |  |  |  |  |
|  | | |  | | | |  | | | | |  | | | | | |  | | | | | |  |  |  |
|  | | |  | | |  | | | | | | | |  | | | | | |  | | | | | |  |
| **Strain^d^** | | | **Δ*C_T_* (*toxT* − *polA*)** | | **SD** | | | | | | ***P* value** | | | | | **Fold change** | | | | | | |  |  |  |  |
| Δ*tcpPH* strain  + empty vector | | | 4.90 | | 0.40 | | | | | |  | | | | |  | | | | | | |  |  |  |  |
| Δ*tcpPH* strain + *hbtRC* | | | 4.61 | | 0.52 | | | | | | 0.498 | | | | | 1.27 | | | | | | |  |  |  |  |
| Δ*tcpPH* strain + *tcpPH* | | | -0.06 | | 0.28 | | | | | | 0.0004 | | | | | 31.65 | | | | | | |  |  |  |  |
|  | |  | | | | | | |  | | | | | |  | | | | | |  | | | | | |
|  | | | |  | | | |  | | | | |  | | | | | |  | | | | | |  |  |
|  | | | |  | | | |  | | | | |  | | | | | |  | | | | | |  |  |
| **Strain^c^** | **Δ*C_T_* (*litR* − *polA*)** | | | | | **SD** | | | | ***P* value** | | | | | | | **Fold change** | | | | |  |  |  |  |  |
| Δ*hbtRC* strain  + empty vector | -2.19 | | | | | 0.17 | | | |  | | | | | | |  | | | | |  |  |  |  |  |
| Δ*hbtRC* strain + *hbtRC* | -0.29 | | | | | 0.32 | | | | 0.003 | | | | | | | 0.27 | | | | |  |  |  |  |  |
| Δ*hbtRC* Δ*toxRS* strain + empty vector | -1.57 | | | | | 0.96 | | | | 0.188 | | | | | | | 1.19 | | | | |  |  |  |  |  |
| Δ*hbtRC* Δ*toxRS* strain  + *hbtRC* | -0.72 | | | | | 0.26 | | | | 0.004 | | | | | | | 0.37 | | | | |  |  |  |  |  |

^a^ Cultures grown in MSM buffered to indicated pH and supplemented with 7.5 mM GlcNAc and 0.05% casamino acids

^b^ *P* values and fold changes compare to wild type at pH 8.5; *P* > 0.05 for Δ*aphB* vs. wild type at pH 5.5

^c^ Cultures grown in SWT
^d^ Cultures grown in LB

# Supplementary material for: HbtR, a Heterofunctional Homolog of the Virulence Regulator TcpP, Facilitates the Transition between Symbiotic and Planktonic Lifestyles in Vibrio fischeri
**Source:** mBio. 2020 Sep 1;11(5):e01624-20. doi: 10.1128/mBio.01624-20
**Supplement:** FIG S3

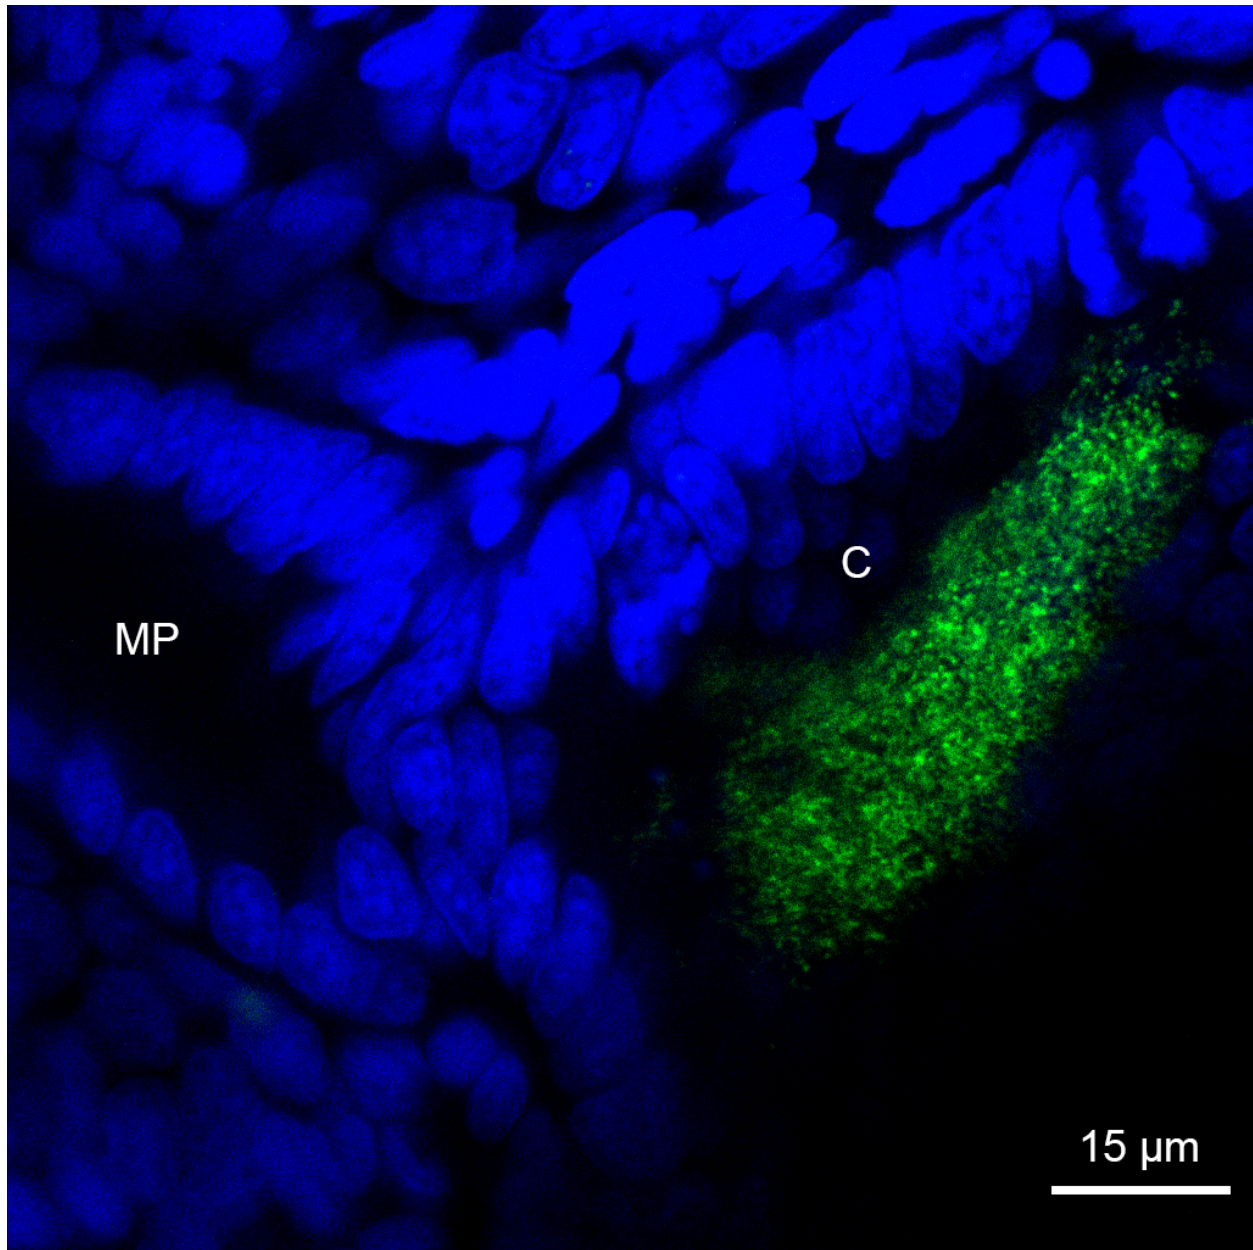

FIG S3 Expression of *litR* in *V. fischeri* when host-associated within the *E. scolopes* light organ. Transcripts of *litR* (green) were detected using *in situ* HCR in *V. fischeri* cells colonizing *E. scolopes* crypts (C) after traversing the tissues of the migration path (MP). Blue, *E. scolopes* nuclei (DAPI); green, *litR* transcripts (Alexa 546). Bar 15 μm.

# Supplementary material for: HbtR, a Heterofunctional Homolog of the Virulence Regulator TcpP, Facilitates the Transition between Symbiotic and Planktonic Lifestyles in Vibrio fischeri
**Source:** mBio. 2020 Sep 1;11(5):e01624-20. doi: 10.1128/mBio.01624-20
**Supplement:** TABLE S3

**Table S3. Bacterial strains and plasmids used in this work.**

**Strain Description Source**

ES114 *Vibrio fischeri*, wild-type (1)

BDB127 ES114 with empty pVSV105 This work

BDB128 ES114 with pVSV105::*hbtRC* This work

BDB171 ES114 with pVSV105::*litR* This work

BDB156 ES114 with pVSV102 (2)

BDB011 ES114 with pVSV208 (2)

CBNR46 ES114 *att*Tn*7*::*lacZp-gfp-erm* (3)

CBNR47 ES114 *att*Tn*7*::*lacZp-rfp-erm* (3)

BDB003 ES114 Δ*hbtRC* (VF_A0473‒A0474) (4)

BDB134 ES114 Δ*hbtRC* (VF_A0473‒A0474), newly derived This work

BDB039 Δ*hbtRC* (BDB003) with empty pVSV105 This work

BDB023 Δ*hbtRC* (BDB003) with pVSV105::*lacI*-*hbtRC* This work

BDB139 Δ*hbtRC* (BDB134) with empty pVSV105 This work

BDB140 Δ*hbtRC* (BDB134) with pVSV105::*hbtRC* This work

BDB154 Δ*hbtRC* (BDB134) with pVSV105::*tcpPH* This work

BDB157 Δ*hbtRC* (BDB134) with pVSV102 This work

BDB012 Δ*hbtRC* (BDB134) with pVSV208 This work

BDB078 Δ*hbtRC* (BDB003) *att*Tn*7*::*lacZp-gfp-erm* This work

BDB079 Δ*hbtRC* (BDB003) *att*Tn*7*::*lacZp-rfp-erm* This work

BDB172 Δ*hbtRC* Δ*toxRS* (VF_0790–0791) This work

BDB173 Δ*hbtRC* Δ*toxRS* with empty pVSV105 This work

BDB174 Δ*hbtRC* Δ*toxRS* with pVSV105::*hbtRC* This work

BDB182 ES114 Δ*litR* (VF_2177) This work

BDB183 Δ*litR* with empty pVSV105 This work

BDB184 Δ*litR* with pVSV105::*hbtRC* This work

BDB185 Δ*litR* with pVSV105::*litR* This work

BDB129 ES114 ΔVF0157–0180 This work

BDB186 ΔVF0157–0180 with empty pVSV105 This work

BDB187 ΔVF0157–0180 with pVSV105::*hbtRC* This work

BDB188 ΔVF0157–0180 with pVSV105::*litR* This work

BDB135 ES114 ΔVF_2042 This work

BDB141 ES114 ΔVF_1133 This work

BDB142 ES114 ΔVF_A0389 This work

BDB144 ES114 ΔVF_A0246 This work

BDB167 ES114 ΔVF_1133 ΔVF_A0246 This work

BDB163 ES114 ΔVF_1133 ΔVF_2042 ΔVF_A0246 ΔVF_A0389 This work

BDB130 ES114 Δ*aphB* (VF_1690) This work

JB24 ES114 Δ*crp* (VF_2280) (5)

CA1 ES114 Δ*rpoQ* (VF_A1015) (6)

BDB194 Δ*rpoQ* with empty pVSV105 This work

BDB195 Δ*rpoQ* with pVSV105::*hbtRC* This work

BDB176 Δ*rpoQ* with pVSV105::*litR* This work

0395-N1 *V. cholerae* Ogawa 395 Δ*ctxA* (7)

BDB190 0395-N1 Δ*tcpPH* (ΔVC0395_A0351-A0352) This work

BDB191 Δ*tcpPH* with empty pVSV105 This work

BDB192 Δ*tcpPH* with pVSV105::*hbtRC* This work

BDB193 Δ*tcpPH* with pVSV105::*tcpPH* This work

DH5α*pir E. coli* cloning strain; *recA1 endA1 hsdR17 supE44 thi-1* (8)

Δ*(lacZYA-argF)U169 [Φ80dlacZΔM15] gyrA96 relA1 λpir+*

WM3064 *E. coli* conjugation strain; *thrB1004 pro thi rpsL hsdS* (9)

*lacZΔM15 RP4-1360* Δ*(araBAD)567* Δ*dapA1341::[erm pir(wt)]*

**Plasmid Description Source**

pAKD601 IPTG-inducible expression vector (10)

pVSV105 Cloning vector; Cm^r^ (2)

pVSV105::*lacI-hbtRC lacI^q^*-*A1*/*O4*/*O3p* from pAKD601, This work

26 bp upstream of *lacI^q^*, 7 bp downstream of

*A1*/*O4*/*O3p*; VF_A0473‒A0474, 18 bp upstream,

48 bp downstream; Cm^r^

pVSV105::*hbtRC* VF_A0473‒A0474, 18 bp upstream, This work

48 bp downstream; Cm^r^

pVSV105::*litR* VF_2177, 21 bp upstream, 87 bp downstream; Cm^r^ This work

pVSV105::*tcpPH* VC0395_A0351-A0352, 20 bp upstream, This work

2 bp downstream; Cm^r^

pVSV102 *gfp*; Km^r^ (2)

pVSV208 *rfp*; Cm^r^ (2)

pEVS107 mini-Tn7 vector; Km^r^, Em^r^ (11)

pCBNR6 pEVS107::*lacZp-gfp*; Km^r^, Em^r^ (3)

pCBNR7 pEVS107::*lacZp-rfp*; Km^r^, Em^r^ (3)

pUX-BF13 *tnsABCDE* transposase vector (12)

pEVS104 Conjugation helper; Km^r^ (13)

pSMV3 Deletion vector; Km^r^, *sacB* (14)

pSMV3Δ*hbtRC* pSMV3 with VF_A0473‒A0474 flanking sequences This work

pSMV3Δ*litR* pSMV3 with VF_2177 flanking sequences This work

pSMV3ΔVF_0157-80 pSMV3 with VF_0157-0180 flanking sequences This work

pSMV3ΔVF_1133 pSMV3 with VF_1133 flanking sequences This work

pSMV3ΔVF_2042 pSMV3 with VF_2042 flanking sequences This work

pSMV3ΔVF_A0246 pSMV3 with VF_A0246 flanking sequences This work

pSMV3ΔVF_A0389 pSMV3 with VF_A0389 flanking sequences This work

pSMV3Δ*tcpPH* pSMV3 with VC0395_A0351-A0352 This work flanking sequences

1. Boettcher KJ, Ruby EG. 1990. Depressed light emission by symbiotic *Vibrio fischeri* of the sepiolid squid *Euprymna scolopes*. J Bacteriol 172:3701–3706.

2. Dunn AK, Millikan DS, Adin DM, Bose JL, Stabb EV. 2006. New *rfp*- and pES213-derived tools for analyzing symbiotic *Vibrio fischeri* reveal patterns of infection and *lux* expression *in situ*. Appl Environ Microbiol 72:802–810.

3. Bongrand C, Koch EJ, Moriano-Gutierrez S, Cordero OX, McFall-Ngai M, Polz MF, Ruby EG. 2016. A genomic comparison of 13 symbiotic *Vibrio fischeri* isolates from the perspective of their host source and colonization behavior. ISME J 10:2907–2917.

4. Thompson LR, Nikolakakis K, Pan S, Reed J, Knight R, Ruby EG. 2017. Transcriptional characterization of *Vibrio fischeri* during colonization of juvenile *Euprymna scolopes*. Environ Microbiol 19:1845–1856.

5. Bose JL, Kim U, Bartkowski W, Gunsalus RP, Overley AM, Lyell NL, Visick KL, Stabb EV. 2007. Bioluminescence in *Vibrio fischeri* is controlled by the redox-responsive regulator ArcA. Mol Microbiol 65:538–553.

6. Cao X, Studer SV, Wassarman K, Zhang Y, Ruby EG, Miyashiro T. 2012. The novel sigma factor-like regulator RpoQ controls luminescence, chitinase activity, and motility in *Vibrio fischeri*. mBio e00285-11.

7. Mekalanos JJ, Swartz DJ, Pearson GD, Harford N, Groyne F, de Wilde M. 1983. Cholera toxin genes: nucleotide sequence, deletion analysis and vaccine development. Nature 306:551–557.

8. Liss L. 1987. New M13 host: DH5 F’ competent cells. Focus 9:13.

9. Saltikov CW, Newman DK. 2003. Genetic identification of a respiratory arsenate reductase. Proc Natl Acad Sci U S A 100:10983–10988.

10. Dunn AK, Stabb EV. 2008. The twin arginine translocation system contributes to symbiotic colonization of *Euprymna scolopes* by *Vibrio fischeri*. FEMS Microbiol Lett 279:251–258.

11. McCann J, Stabb EV, Millikan DS, Ruby EG. 2003. Population dynamics of *Vibrio fischeri* during Infection of *Euprymna scolopes*. Appl Environ Microbiol 69:5928–5934.

12. Bao Y, Lies DP, Fu H, Roberts GP. 1991. An improved Tn7-based system for the single-copy insertion of cloned genes into chromosomes of gram-negative bacteria. Gene 109:167–168.

13. Stabb EV, Ruby EG. 2002. RP4-based plasmids for conjugation between *Escherichia coli* and members of the vibrionaceae, p. 413–426. *In* Methods in Enzymology. Academic Press.

14. Coursolle D, Gralnick JA. 2010. Modularity of the Mtr respiratory pathway of *Shewanella oneidensis* strain MR-1. Mol Microbiol 77:995–1008.

# Supplementary material for: HbtR, a Heterofunctional Homolog of the Virulence Regulator TcpP, Facilitates the Transition between Symbiotic and Planktonic Lifestyles in Vibrio fischeri
**Source:** mBio. 2020 Sep 1;11(5):e01624-20. doi: 10.1128/mBio.01624-20
**Supplement:** TABLE S4

**Table S4. Primers and probes used in this work**

**Primer Sequence Restriction Site**

*lacI* and *hbtRC* insertion into pVSV105

lacIF2 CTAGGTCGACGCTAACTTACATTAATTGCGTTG *Sal*I

lacIR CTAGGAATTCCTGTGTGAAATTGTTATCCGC *Eco*RI

hbtRF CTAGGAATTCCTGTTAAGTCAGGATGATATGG *Eco*RI

hbtCR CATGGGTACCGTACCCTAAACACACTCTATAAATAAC *Kpn*I

*hbtRC* insertion into pVSV105

hbtRF2 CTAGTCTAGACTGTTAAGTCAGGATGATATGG *Xba*I

hbtCR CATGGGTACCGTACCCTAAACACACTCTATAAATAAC *Kpn*I

*litR* insertion into pVSV105

litRF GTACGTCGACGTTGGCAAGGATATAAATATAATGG *Sal*I

litRR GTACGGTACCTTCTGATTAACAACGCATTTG *Kpn*I

*tcpPH* insertion into pVSV105

VCtcpPF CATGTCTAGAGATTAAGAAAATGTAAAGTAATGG *Xba*I

VCtcpHR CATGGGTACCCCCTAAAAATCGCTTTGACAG *Kpn*I

Gene deletion

hbtRUSF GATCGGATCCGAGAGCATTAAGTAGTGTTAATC *Bam*HI

hbtRUSR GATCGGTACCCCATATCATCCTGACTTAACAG *KpnI*

hbtCDSF GATCGGTACCCAGCAGGAAGTGGTAGTCTC *Kpn*I

hbtCDSR GATCGAGCTCCAGGACTATTCGGGTTAAG *Sac*I

litRUSF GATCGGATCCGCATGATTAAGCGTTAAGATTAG *Bam*HI

litRUSR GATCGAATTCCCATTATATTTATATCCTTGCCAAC *Eco*RI

litRDSF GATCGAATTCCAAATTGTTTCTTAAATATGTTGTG *Eco*RI

litRDSR GATCGAGCTCGGTGGTATCATCGGTCTTG *Sac*I

VF1133USF GTACGGATCCGGTCACTTTGCACTCTCAC *Bam*HI

VF1133USR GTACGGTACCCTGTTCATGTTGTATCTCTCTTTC *Kpn*I

VF1133DSF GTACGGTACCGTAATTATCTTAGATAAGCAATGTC *Kpn*I

VF1133DSR GTACGAGCTCGCGTTTGGCATTGAGAATTG *Sac*I

VF2042USF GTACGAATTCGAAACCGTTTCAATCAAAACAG *Eco*RI

VF2042USR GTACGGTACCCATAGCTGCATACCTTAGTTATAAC *Kpn*I

VF2042DSF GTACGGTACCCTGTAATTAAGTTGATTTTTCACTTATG *Kpn*I

VF2042DSR GTACCTCGAGCCAGCTTTAATTGAGCCTTC *Xho*I

VFA0246USF GTACGGATCCCGCCTAATGCCTTCAATCG *Bam*HI

VFA0246USR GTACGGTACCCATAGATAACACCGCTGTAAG *Kpn*I

VFA0246DSF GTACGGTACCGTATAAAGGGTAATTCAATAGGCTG *Kpn*I

VFA0246DSR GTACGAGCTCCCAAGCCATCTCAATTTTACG *Sac*I

VFA0389USF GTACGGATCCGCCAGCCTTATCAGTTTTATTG *Bam*HI

VFA0389USR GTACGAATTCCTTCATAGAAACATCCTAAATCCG *Eco*RI

VFA0389DSF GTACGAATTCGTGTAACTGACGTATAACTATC *Eco*RI

VFA0389DSR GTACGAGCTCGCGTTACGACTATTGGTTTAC *Sac*I

VF0157USF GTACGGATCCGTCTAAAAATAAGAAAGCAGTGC *Bam*HI

VF0157USR GTACGGTACCGAAAAGGGCTTTGAGGGG *Kpn*I

VF0180DSF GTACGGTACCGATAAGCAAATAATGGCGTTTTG *Kpn*I

VF0180DSR GTACGAGCTCGAGTAACTTCGCTTAATGCC *Sac*I

VF1690USF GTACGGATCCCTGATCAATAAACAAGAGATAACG *Bam*HI

VF1690USR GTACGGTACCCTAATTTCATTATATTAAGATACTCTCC *Kpn*I

VF1690DSF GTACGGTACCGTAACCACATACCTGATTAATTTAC *Kpn*I

VF1690DSR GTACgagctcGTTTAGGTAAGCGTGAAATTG *Sac*I

toxRUSF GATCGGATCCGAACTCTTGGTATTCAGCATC *Bam*HI

toxRUSR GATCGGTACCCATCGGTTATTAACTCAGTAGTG *Kpn*I

toxSDSF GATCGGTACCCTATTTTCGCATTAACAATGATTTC *Kpn*I

toxSDSR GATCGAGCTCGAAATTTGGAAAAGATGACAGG *Sac*I

Expression analysis

VF1133expF CAACAAAGCGTCACTCAAAC

VF1133expR CCTCTAAGCTACGTGCAATC

VF2042expF CAGGTGAACAAGGTCGAG

VF2042expR CCTTCTTGGCAATCACGAC

VFA0246expF GGTGCAGAGTGAAGCTAATG

VFA0246expR TGAACCTTCAACGGTTAGTG

VFA0389expF GAACGTAGCATCAGGAGAAG

VFA0389expR GTGACTTAACGCTTTGGTTTC

flaAexpF GTCTGTAGGTGATGCACAAG

flaAexpR CGGCTGTTAGAAGCAGATAC

flaCexpF GGTGGTTCTCGTCTTCTTAATG

flaCexpR TCAGCATTTACAGCCCAATC

flaFexpF GGAAAGTAGGTGCAGAGAATAC

flaFexpR CGTCTCACCTGACATGAATAC

motA1expF CCTGCAATGGGTATGATTGG

motA1expR TGAGCAATAGGGAATGCAAC

flgMexpF CCAGAAACTCAAGCACCTG

flgMexpR CGTTCAGGATCAACTGTGTATG

flrAexpF TCGTGCAGATGTTCGTATTG

flrAexpR CTGCCTTCAGCTTCCATTC

flrBexpF ACCGCTCTGCAATCAAATC

flrBexpR TGACATCCCTTCCCTATCAC

VF0157expF CCAAATGTACGCTGGCTATC

VF0157expR CCATAATCACCGCCTTCTTG

VF0164expF GATTCTGCTGGTGTTGCG

VF0164expR GGCAAACGTCACTGGTTAG

VF0165expF GTACCAGTATGCACTTTGCC

VF0165expR CGGCATCCACAACCAATAC

hbtRexpF GCTGTTCCTGCAACAAGTAG

hbtRexpR GAGACTACCACTTCCTGCTG

litRexpF GGAGTACCTCTACTCGTG

litRexpR CAGGGGTATGATCGTTAC

toxTexpF AAAGAACTAGAGTCTCGAGGAG

toxTexpR ACTTGGTGCTACATTCATGG

VCpolAqF AAGAGCTGGCTTTGGATTAC

VCpolAqR CCGTCACTGCTTGATGATAG

*In situ* HCR probes targeting *hbtR*

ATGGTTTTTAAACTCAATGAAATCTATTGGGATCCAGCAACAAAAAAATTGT

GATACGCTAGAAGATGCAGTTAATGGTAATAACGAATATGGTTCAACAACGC

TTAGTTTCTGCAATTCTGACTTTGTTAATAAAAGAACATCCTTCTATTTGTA

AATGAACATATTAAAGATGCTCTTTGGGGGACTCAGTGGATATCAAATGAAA

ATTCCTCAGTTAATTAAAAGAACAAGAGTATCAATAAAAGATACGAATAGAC

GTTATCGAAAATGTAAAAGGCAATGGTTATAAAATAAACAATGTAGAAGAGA

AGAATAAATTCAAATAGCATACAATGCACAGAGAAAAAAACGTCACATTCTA

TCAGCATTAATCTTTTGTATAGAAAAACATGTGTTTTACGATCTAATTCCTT

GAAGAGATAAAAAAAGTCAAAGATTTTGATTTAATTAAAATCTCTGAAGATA

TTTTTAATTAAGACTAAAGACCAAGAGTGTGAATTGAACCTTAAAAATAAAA

*In situ* HCR probes targeting *litR*

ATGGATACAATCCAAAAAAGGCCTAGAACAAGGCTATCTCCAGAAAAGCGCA

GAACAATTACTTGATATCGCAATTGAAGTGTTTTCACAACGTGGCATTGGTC

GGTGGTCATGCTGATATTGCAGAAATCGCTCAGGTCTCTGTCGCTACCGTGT

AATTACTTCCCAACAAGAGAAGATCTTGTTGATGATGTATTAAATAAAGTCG

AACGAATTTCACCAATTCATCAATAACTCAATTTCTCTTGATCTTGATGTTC

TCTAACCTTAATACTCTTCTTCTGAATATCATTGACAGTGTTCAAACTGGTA

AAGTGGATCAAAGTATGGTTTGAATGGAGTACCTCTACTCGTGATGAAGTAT

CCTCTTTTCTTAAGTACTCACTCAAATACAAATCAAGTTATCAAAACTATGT

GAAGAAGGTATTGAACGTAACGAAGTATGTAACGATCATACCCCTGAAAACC

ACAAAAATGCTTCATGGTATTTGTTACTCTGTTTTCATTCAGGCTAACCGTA

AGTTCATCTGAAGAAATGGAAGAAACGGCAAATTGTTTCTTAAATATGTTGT

How the deposited data were processed for this re-analysis (not part of the article)

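RNA-seq was analysed for the Δ*hbtRC* strain of V. fischeri ES114 carrying empty vector or a vector with inducible *hbtRC*. There were 3 biological replicates each and 1.75 mM IPTG in both. The inducible vector also carries *lacI* in its insert, which empty vector lacks. The deposited files hold raw counts per locus tag, 1 file per library, which the authors made with Trimmomatic, Bowtie2 and featureCounts on Galaxy; the submitters' processing notes also name DESeq2, and versions are not given in the sources used here. The authors filtered the rows of the count files before deposit, by a rule not given in the sources used here; the lowest total of a gene with a row was 33 counts over the 6 libraries. A table of the whole series that repeats the same counts was not used.

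From the deposited counts, changes were computed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, its default filter on low counts, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05). The filter left out 28 genes and 3850 were tested. Normalized counts are counts divided by the effective library size, scaled to the mean library, and errors are SDs over 3 libraries. The standard error of a log2 fold change was taken from its size and the F statistic. Gene lists were tested with camera from limma 3.58.1 at a preset correlation between genes of 0.01, again with an estimated correlation, and with fry, over 26 lists. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. On simulated counts with 200 changed genes among 3850, the test recovered 92% of genes changed by 1 and 100% of those changed by 2 on the log2 scale, with 3 false calls.

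Library totals ran from 11706755 to 12760776 counts, and the 20 most abundant genes took 21.6% to 24.0% of them. Replicates within a strain differed by more than sampling noise, at a chi-square per degree of freedom of 13.5 to 76.4, so none was counted as a repeat of another.

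Symbols and coordinates came from the RefSeq table of assembly ASM1180v1, which matched 3819 genes by older locus tag and left 59 unmatched, and from the paper's tables. Product descriptions came from Table 1 and from the part of Table S1 used here, its first 1998 genes. Lists that need a product therefore miss genes outside that part. Left out were 1 flagellar or motor gene and 11 ribosomal protein genes with a symbol but no product. Lists drawn wholly or partly by product, such as the MCP and type VI secretion lists, can miss further genes, which were not counted. *flaF* was also missing from the flagellar list, since the word match heeded capital letters and missed its product from Table 1. Genes were named by a rule fixed before the data were examined: *hbtR* and *hbtC*; every gene of Table 1 and every V. fischeri gene named in the text; the 10 largest rises and falls with at least 50 normalized counts and no overlap between strains; and up to 4 genes per list with the smallest p. Named outside this rule, and so chosen after their values were seen, were *tcpA*, VF_A0918, *luxO*, *flaB*, *fliR*, *fliP*, *hcp*, *mshL*, *pilU*, *hutG*, *hutI*, *hutC*, VF_0987, VF_1369, and VF_1778. The values of Table 1 and a few lines of Table S1 had been seen when the rule was written. The tests, lists and alternatives were also fixed before the data were examined, with 4 exceptions chosen after results were seen: DESeq2 with a normal prior, the check of the adjusted p of Table 1 with it, list tests without the genes held only through Table 1, and the comparison of the amount of *hbtR* transcript between libraries.

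Alternatives were DESeq2 1.42.0 (Wald test), limma-voom, scaling by DESeq2 size factors, total count or upper quartile, no filter, at least 50 counts in every library, leaving out structural RNA and the 20 most abundant genes, leaving out each library in turn, the replicate number as a block, a log2 fold change of at least 1, and an adjusted p under 0.01. Measurements other than RNA-seq were not analysed here.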

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

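These results lie outside the genes the paper discusses and differed between the strains by the tests given. The comparison of the amount of *hbtR* transcript between *hbtRC* replicates was the test chosen after the result was seen.

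VF_1624, a hypothetical protein gene, had a log2 fold change of 4.11, and *cstA*, the peptide transporter gene, one of -3.33. Leaving out any 1 library gave log2 fold changes of 3.33 to 4.61 for VF_1624 and -3.57 to -3.13 for *cstA*, with the calls of both kept.

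Among gene lists tested with camera, 6 of 13 type VI secretion genes were lower and 1 was higher (adjusted p = 7.51e-04, or adjusted p = 0.372 with an estimated correlation). *tssA* (log2 fold change -1.90, standard error 0.18), *tssB* (-1.93, standard error 0.26), and *tssC* (-1.53, standard error 0.13) fell in every *hbtRC* library, while *hcp* rose by 0.72. The type VI genes lower were 4 without empty vector replicate 3 or *hbtRC* replicate 2, where *hcp* was lost too. They were 2 with at least 50 counts in every library, a filter that *tssA*, *tssB*, and *tssC* did not pass. Of 33 genes of a prophage region, 9 were higher (adjusted p = 0.00264, or 0.473 with an estimated correlation). Of 43 ribosomal protein genes, 11 were lower and 0 were higher with edgeR (adjusted p = 0.0150, or 0.705 with an estimated correlation), and 18 had an unadjusted p under 0.05. The number of ribosomal protein genes lower was 22 with scaling by total count only and 17 by upper quartile, and by library it was 3 without empty vector replicate 2, 0 without empty vector replicate 3, 3 without *hbtRC* replicate 2, and 4 without *hbtRC* replicate 3, while without *hbtRC* replicate 1 it was 15, with 8 higher. The prophage genes higher were 6 with scaling by total count only, 4 without empty vector replicate 2, 1 without empty vector replicate 3, and 3 without *hbtRC* replicate 2 or 3. Of 26 genes of anaerobic respiration, 13 were higher (adjusted p = 0.00103, or 0.563 with an estimated correlation), with *fdnG* (log2 fold change 0.59) and *napD* (0.63), whose calls were kept without any 1 library.

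Energy metabolism, iron, heat shock, stationary phase, and plasmid genes were higher with *hbtRC*, 59 of 114 genes in all. They were 10 of 18 genes of the tricarboxylic acid cycle and ATP synthase (adjusted p = 9.13e-05, or 0.563 with an estimated correlation), 8 of 19 iron genes (3.12e-05, or 0.564), 9 of 13 heat shock genes (0.00377, or 0.627), 6 of 8 stationary-phase genes (0.00821, or 0.563), and 26 of 56 genes of the plasmid pES100, where 1 was lower (6.96e-05, or 0.627). Adjusted over each list alone the numbers higher were 11, 10, 9, 6, and 32. *sucC* (log2 fold change 1.16, standard error 0.14), *sucD* (1.24), *rmf* (1.30), VF_B0008 (2.14, standard error 0.19), and *feoA* (1.10) kept their calls without any 1 library, whereas *uspA* (1.80) and *raiA* (1.43) lost theirs without empty vector replicate 2 or 3, and *groEL* (0.88) and *ibpA* (1.04) without empty vector replicate 2 or 3 or *hbtRC* replicate 2 or 3. Of the 8 iron genes, *hutH*, *hutU*, *hutG*, *hutI*, and *hutC* act in histidine use by their symbols, so the list measures iron only in part; this was seen after the values. By fry 4 of these 5 lists did not pass (adjusted p = 0.0707 for iron, 0.0881 for heat shock, 0.0541 for stationary phase, and 0.0779 for pES100), nor did the ribosomal protein genes (0.0779), and the tricarboxylic acid cycle and ATP synthase list did (0.0338). Against the mean of the empty vector libraries, *hbtRC* replicate 1 lay close to the highest of those libraries for iron (mean log2 change 0.55 against 0.41). A scaling set by a few abundant genes is argued against, since 54 or more of the 114 genes were higher under each of 4 other scalings. The number moved when 1 library was left out. It was 16 without empty vector replicate 2, 11 without empty vector replicate 3, and 14 without *hbtRC* replicate 2. It was 18 without *hbtRC* replicate 3 and 78 without *hbtRC* replicate 1. Without empty vector replicates 2 and 3 and *hbtRC* replicates 2 and 3, in that order, the genes higher were 1, 0, 0, and 1 for heat shock, 1, 1, 3, and 3 for stationary phase, 4, 2, 3, and 4 for pES100, and 4, 3, 3, and 4 for the tricarboxylic acid cycle and ATP synthase, while iron genes were 5 without empty vector replicate 3 or *hbtRC* replicate 2 and 13 without *hbtRC* replicate 1. A burden of the induced plasmid stays open. In *hbtRC* replicate 1, which had the most *hbtR* counts, heat shock genes had a mean log2 change of 0.16. It was 0.66 and 0.74 in replicates 2 and 3 and 0.13 in empty vector replicate 1. Both strains carried the vector and received IPTG, but the *hbtRC* strain alone carried the insert with *lacI* and *hbtRC*. A burden of that insert and an effect of HbtR therefore cannot be told apart.

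In the whole profile *hbtRC* replicate 1 lay between the strains, at 9.04 on the first principal component. A mixture with an empty vector culture is argued against, since the median share of empty vector level in that replicate was -0.0661 over the 23 EPS locus genes, against 0.36 over 176 other genes that changed by at least 1. A smaller amount of *hbtRC* transcript is argued against too, since its *hbtR* counts per total were 1.50 times those of the next replicate. A culture state that also varies among the empty vector libraries stays open. Across genes outside the EPS locus and the quorum-regulated list, the first component of those 3 libraries had an absolute correlation of 0.357 with the log2 fold change, but the same libraries enter both, and with 3 of them no reference value for the correlation could be had, so it decides nothing.

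With 3 libraries against 3 there are 10 splits, which cannot reach a share under 0.05. Every other split puts libraries of both strains in each group, so the strain difference widens the spread within groups. Low counts there are therefore no evidence for the real split. The largest count in any other split was 0 for each of these: genes higher (590 in the real split), genes lower (546), EPS genes (23), quorum-regulated genes (9), upstream genes (2), MCP genes (7), flagellar genes (14), and *tcp* genes (0, also 0 at an unadjusted p under 0.05 with edgeR, and 0 with DESeq2 and limma-voom). For gene lists it was 11, against 14 in the real split.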

How the results depend on the processing

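DESeq2 with a normal prior, and list tests without the genes held only through Table 1, were the alternatives chosen after seeing the data.

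The 23 EPS locus genes were lower under every alternative except the filter of at least 50 counts, where 22 of those tested were. For *tcp* pilus genes the count changed was 0 in each alternative with edgeR and with DESeq2 and limma-voom, and 0 at an unadjusted p under 0.05. MCP genes higher were 7, except 6 without empty vector replicate 3 and 4 at a log2 fold change of at least 1. Of the named genes past the threshold, 0 changed sign under any alternative. Of 108 named genes called, 67 kept their call in all 6 fits that left out 1 library. Many named genes were picked for large changes or small p, so this is not the share of all called genes. Of all 1136 called genes, 328 were also called without empty vector replicate 3 and 363 without *hbtRC* replicate 2.

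Leaving out 1 library moved the other counts, to 176 to 902 genes higher and 156 to 910 lower, 4 to 9 quorum-regulated genes lower, 0 to 4 upstream genes changed, and 1 to 17 flagellar genes higher. The lowest counts of all genes came without empty vector replicate 3 (176 and 156) and the highest without *hbtRC* replicate 1 (902 and 910); without empty vector replicate 2 they were 258 and 202, without *hbtRC* replicate 2 205 and 160, and without *hbtRC* replicate 3 252 and 217. Quorum-regulated genes were 4 without empty vector replicate 3 and 5 without *hbtRC* replicate 2. Upstream genes were 1 without empty vector replicate 1, 4 without *hbtRC* replicate 1, and 0 without each other library, and flagellar genes were 1 without empty vector replicate 1 or 3 or *hbtRC* replicate 2 or 3, and 3 without empty vector replicate 2. Each such fit has fewer residual degrees of freedom than the 4 of the full fit, so a lost call need not mean a smaller change. The counts also differed among these fits, so this is not the whole cause. The highest counts came without *hbtRC* replicate 1, the *hbtRC* library nearest to empty vector on the first principal component (9.04, against 20.7 and 23.6). The cause was not tested further.

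With scaling by total count only, 0 upstream genes changed and 5 flagellar genes were higher; the median of all genes moved by about 0.1 there. With the replicate number as a block, 226 genes were higher, 206 lower, 4 quorum-regulated genes lower, 0 upstream genes changed, and 1 flagellar gene higher. Replicate numbers gave no sign of pairing, since correlations of same-numbered libraries were -0.27, -0.19, and 0.02. Those of differently numbered libraries ran from -0.23 to 0.29, and so few pairs cannot exclude pairing. At a log2 fold change of at least 1 the numbers were 110, 95, 4, 0, and 1, and at an adjusted p under 0.01 they were 173, 136, 4, 0, and 1. With an estimated correlation 0 gene lists passed, against 14 with the preset one. There were 11 with fry (5 of the 14 lost and 2 others gained) and 14 with the block. The estimated correlation of the 14 lists ran from -0.02 (MCP genes) to 0.83 (flagellins), against the preset 0.01. The MCP list was lost as well, so a higher correlation does not account for every loss. Why fry differed was not tested. Without the genes held only through Table 1, 11 lists passed. The MCP list no longer did, and 2 lists drawn from Table 1, the quorum-regulated genes and the paper's MCP genes, were left with fewer than 2 genes and were not tested. Counts were 684 higher and 578 lower with DESeq2, of which 1116 genes were shared with edgeR's 1136, and 571 and 559 with limma-voom (1094 shared). Depth limits genes with few reads, since the lowest total of a gene with a row was 33 counts.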

Differences from the paper's values

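The fit of DESeq2 with a normal prior, and the check of Table 1 with it, were chosen after the values were seen. Of the log2 fold changes of 39 genes in Table 1, all 39 were larger in size here, by 0.298 or less, and 1 lay apart by more than the replicate SD. The number apart was 0 with DESeq2 and with scaling by DESeq2 size factors, 23 with scaling by total count only (by up to 0.402), and 9 by upper quartile. It was 9, 3, and 1 without empty vector replicates 1, 2, and 3, and 2, 7, and 6 without *hbtRC* replicates 1, 2, and 3, with differences of up to 0.501, and 23 of the 39 were larger here without *hbtRC* replicate 1. With all libraries and edgeR the 1 gene was VF_0177, an EPS locus gene, for which the paper gives a log2 fold change of -1.56 while the value here was -1.60, with a replicate SD of 0.038. Of the alternatives set before the data were examined, the value fell within that SD of the paper's with DESeq2 (-1.59), with scaling by DESeq2 size factors (-1.59), without empty vector replicate 3 (-1.58), and without *hbtRC* replicate 1 (-1.58). It did not with limma-voom, scaling by total count or upper quartile, no filter, at least 50 counts in every library, without structural RNA and the 20 most abundant genes, without empty vector replicate 1 or 2, without *hbtRC* replicate 2 or 3, or with the replicate block. DESeq2 with a normal prior, chosen after seeing the values, gave -1.56, with all 39 genes within 0.00480 of the paper, and of those 39 it left 1, *luxD*, at an adjusted p over 0.05.

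The paper names VF_2042 as the gene with the greatest rise. The log2 fold changes of its Table S1 lay within 6.36e-05 of DESeq2 with a normal prior over 1998 genes, a measure unlike edgeR's. Here VF_2042 ranked 5 by log2 fold change (2.87) after VF_1624 (4.11), and 1 by p. Its rank by log2 fold change was 4 to 6 over the alternatives set before the data were examined. By p it was 1 to 3 over them (3 without empty vector replicate 1 and 2 without *hbtRC* replicate 1). By both it ranked 1 with DESeq2 and a normal prior, chosen after seeing the values, where VF_1624 had 1.52 and VF_2042 had 2.78.

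Table 1 gives *luxD* an adjusted p under 0.05, and the paper states no threshold for RNA-seq. Here *luxD* did not pass at 0.05 with edgeR (adjusted p = 0.0720), nor with DESeq2, in a range of 0.0271 to 0.170 over the alternatives set before the data were examined; it passed with scaling by total count only (0.0271) and by upper quartile (0.0415). The column of adjusted p in Table 1 was tested against its label with DESeq2 and a normal prior, whose log2 fold changes differed from those of Table S1 by at most 6.36e-05 over 1998 genes. Of 39 genes, 32 lay nearer to the adjusted p of that fit and 7 (*luxA*, *luxB*, *luxC*, *luxD*, *luxE*, *luxI*, and *luxR*) nearer to its unadjusted p. For *luxD* that fit gave an unadjusted p of 0.0273 and an adjusted p of 0.0741. The other 6 genes were past the threshold by both. For the 25 genes also in the part of Table S1 used here, the 2 tables had the same adjusted p within a small tolerance. The 7 *lux* genes are outside that part.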

Other observations

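The genes gained in a fit without 1 library were looked up after the results were seen. *nanA*, the N-acetylneuraminate lyase gene, had a log2 fold change of -1.30 (standard error 0.24, adjusted p = 0.00936 from edgeR), *nanE* -1.65 (standard error 0.28, adjusted p = 0.00686), and *nanK* -1.92, and the calls of the 3 genes were kept without any 1 library. They belong to a list of 20 genes of chitin and amino sugar use that went both ways, with 6 lower and 3 higher, and did not stand apart (camera, adjusted p = 0.788, or 0.932 with an estimated correlation; fry, adjusted p = 0.735). VF_1059 of that list rose by 0.94 (standard error 0.13, adjusted p = 0.00225). The numbers lower were 3 without empty vector replicate 3, *hbtRC* replicate 2, or *hbtRC* replicate 3, and 4 without empty vector replicate 1. The numbers higher were 1 without empty vector replicate 3, 5 without *hbtRC* replicate 1, and 2 without empty vector replicate 2, *hbtRC* replicate 2, or *hbtRC* replicate 3.

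Of 14 mannose-sensitive hemagglutinin pilus genes 1 was lower (*mshM*, log2 fold change -0.37), of 16 other pilus genes 1 (*pilW*, -0.53), of 18 *syp* genes 1 (VF_A1029, -0.73; 0 over the list alone), and of 6 cellulose genes 1 (*bcsQ*, -1.12). Of 4 sialic acid synthesis genes 1 was higher (*neuB*, 0.26). Of the phosphate list, 14 genes with symbols starting *pst* or *pho*, 2 were lower (*phoQ2*, -0.49, and *phoR*, -0.28, with 0 over the list alone). That list was drawn by symbol alone, so not every member, *phoQ2* among them, need act in phosphate use. By camera 0 of these 6 lists passed, with adjusted p from 0.251 to 0.699 (0.564 to 0.932 with an estimated correlation). By fry, however, the other pilus genes and the phosphate list were lower (adjusted p = 0.00604 for each). The calls of *mshM*, VF_A1029, *neuB*, and *phoQ2* were lost without empty vector replicate 2 or 3 or *hbtRC* replicate 2 or 3, those of *bcsQ* and *phoR* also without empty vector replicate 1, and that of *pilW* without *hbtRC* replicate 2. That of *neuB* was lost with scaling by total count (0.16) and by upper quartile (0.21) as well, and that of *phoR* with scaling by DESeq2 size factors. Without *hbtRC* replicate 1, *pilT* (0.35), *pilU* (0.24), *mshL* (0.27), and VF_A1026 of the *syp* list (0.42) were higher and *tadA* (-0.44) and *pstS* of the phosphate list (-0.33) lower, VF_A1026 was also higher without empty vector replicate 1 (0.43), and *mshA* was lower with scaling by total count (-0.33) and by upper quartile (-0.28).

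Among 6 flagellar regulator genes, *rpoN* (log2 fold change 0.24, standard error 0.07, adjusted p = 0.0366) was higher and *flrA* (-0.37, standard error 0.08, adjusted p = 0.0170) lower, while *flrB* (-0.21), *fliA* (-0.23), and *flgM* (0.21) passed in 1 fit alone, without *hbtRC* replicate 1 (-0.34, -0.37, and 0.24). The call of *rpoN* was lost without empty vector replicate 1, 2, or 3 or *hbtRC* replicate 2 or 3, and with scaling by total count (0.14) or upper quartile (0.19), and that of *flrA* without empty vector replicate 2 or 3 or *hbtRC* replicate 2 or 3. *motA1*, a motor gene, had 0.24 (adjusted p = 0.0428), lost in the same 5 fits without 1 library as *rpoN* and with scaling by total count (0.14) or upper quartile (0.19).

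Of other genes the paper names, *cheW* had a log2 fold change of -0.02 (adjusted p = 0.939), *crp* 0.03 (adjusted p = 0.807), *toxR* -0.003, *toxS* 0.003, and *polA*, the control gene of its RT-qPCR, 0.11 (adjusted p = 0.288). The signs of *cheW*, *crp*, *toxR*, and *toxS* changed between alternatives. VF_1690, the *aphB* homolog, had 0.32 (adjusted p = 0.0290), in a range of 0.00800 to 0.174 over the alternatives; the call was lost with scaling by total count or upper quartile, with the replicate block, without empty vector replicate 1, 2, or 3, and without *hbtRC* replicate 2.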
